# Functional genomics study of acute heat stress response in the small yellow follicles of layer-type chickens

**DOI:** 10.1038/s41598-017-18335-5

**Published:** 2018-01-22

**Authors:** Chuen-Yu Cheng, Wei-Lin Tu, Chao-Jung Chen, Hong-Lin Chan, Chih-Feng Chen, Hsin-Hsin Chen, Pin-Chi Tang, Yen-Pai Lee, Shuen-Ei Chen, San-Yuan Huang

## Abstract

This study investigated global gene and protein expression in the small yellow follicle (SYF; 6–8 mm in diameter) tissues of chickens in response to acute heat stress. Twelve 30-week-old layer-type hens were divided into four groups: control hens were maintained at 25 °C while treatment hens were subjected to acute heat stress at 36 °C for 4 h without recovery, with 2-h recovery, and with 6-h recovery. SYFs were collected at each time point for mRNA and protein analyses. A total of 176 genes and 93 distinct proteins with differential expressions were identified, mainly associated with the molecular functions of catalytic activity and binding. The upregulated expression of heat shock proteins and peroxiredoxin family after acute heat stress is suggestive of responsive machineries to protect cells from apoptosis and oxidative insults. In conclusion, both the transcripts and proteins associated with apoptosis, stress response, and antioxidative defense were upregulated in the SYFs of layer-type hens to alleviate the detrimental effects by acute heat stress. However, the genomic regulations of specific cell type in response to acute heat stress of SYFs require further investigation.

## Introduction

Heat stress affects the secretion of sexual hormones, such as prolactin, luteinizing hormone, and follicle-stimulating hormone, which might reduce the fertility of female domestic animals^1–5^. In addition, heat stress hampers the development of ovarian follicles and tends to cause ovarian regression^6–10^. The production characteristics of layer-type hens, including the body weight, egg-laying rate, egg weight, egg shell thickness, and feed efficiency, are decreased under heat stress conditions^11–15^. Small yellow follicles (SYFs) reside in a crucial prehierarchical stage and form a pool, from which a single follicle is selected into the hierarchy every day and destined for ovulation^16–18^.

Heat stress in livestock is a prevalent challenge in most subtropical and tropical areas, particularly for the popular commercial strains of domestic animals bred in temperate countries. Tropical country chickens are native, slow-growing breeds which are adapted to the local climates and thus tend to exhibit better thermotolerance than do exotic commercial breeds^19^. A global functional genomic study to profile gene and protein expressions of follicles in response to acute heat stress in layer-type tropical native chickens has never been reported. A layer-type strain of Taiwan country chickens (TCC, L2 strain) has been bred for high egg production for more than 30 generations^20^ and thus serves as a good model to study the thermal response of reproductive function in tropical fowls. This study investigated the functional genomic changes of SYFs in response to acute heat stress in layer-type tropical chickens.

## Results

### Effect of acute heat stress on physiological parameters

Acute heat stress at 36 °C significantly increased the respiratory rate and body temperature immediately after treatment initiation (P < 0.05; Fig. 1). The hens began panting 30 min after heat stress, and the body temperatures significantly increased in the heat-stressed groups during the heat stress period (P < 0.05).

**Figure 1:**
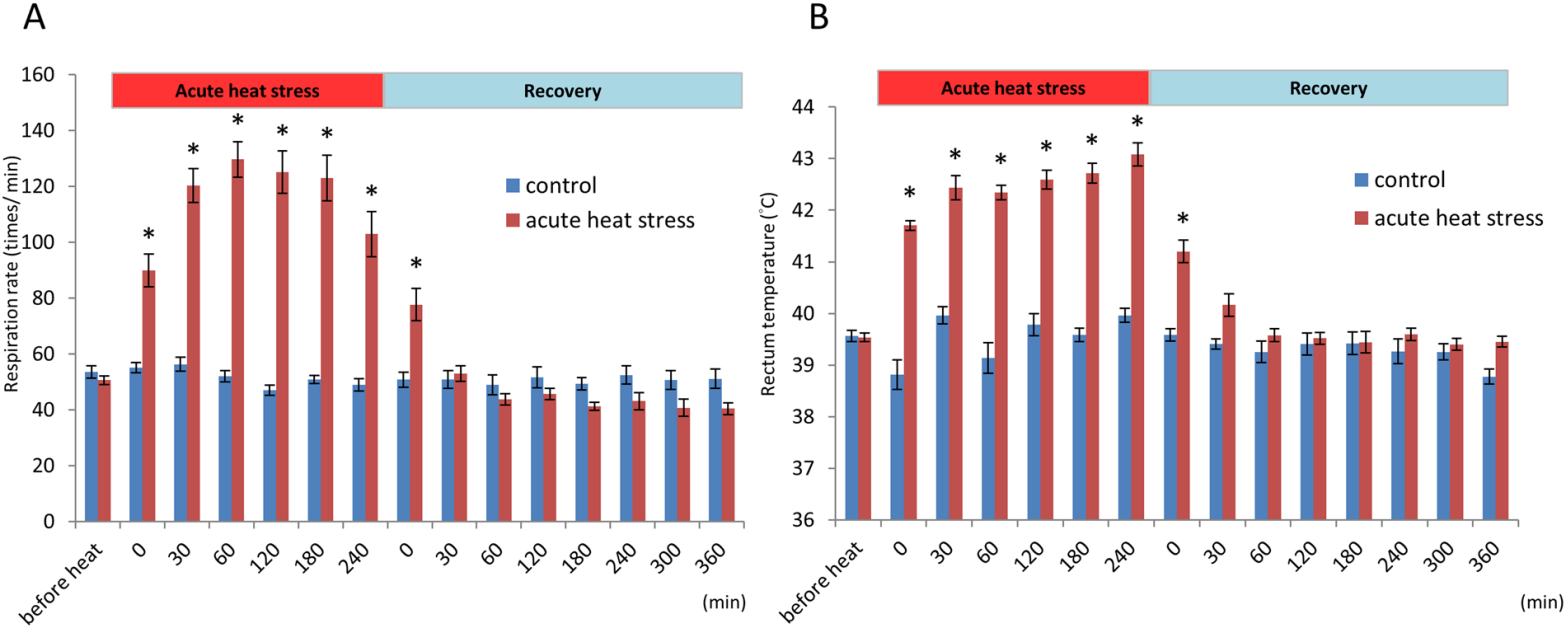
Respiratory rate (**A**) and body temperature (**B**) of acute heat-stressed and control hens (layer-type L2 strain Taiwan country chickens) during the heat stress and recovery periods. The asterisk indicate the values differ significantly between the heat-stressed and control groups (P < 0.05).

### Gene expression and annotation of differentially expressed genes in the SYFs after acute heat stress

The transcription profiles of the SYFs of CTL and heat-stressed hens allowed 0, 2, and 6 h recovery were analyzed using the chicken 44 K oligo microarray. 

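RNA from the small yellow follicles of 12 hens, 3 in each of the CTL, H4R0, H4R2 and H4R6 groups, was labelled with Cy3 and hybridized to one-colour chicken oligo arrays of 45220 spots, 1 hen per array. The CTL hens were kept at 25 °C, and the others had 4 h at 36 °C followed by 0, 2 or 6 h of recovery. For the labelling, the sample records name a smaller amount of RNA and another kit (for low input) than the paper's methods do. The authors deposited the scanner values of every spot and a table of log2 values per probe. The processed signal of a spot is an intensity on a linear scale, background subtracted within its array and not scaled between arrays. Each column of the authors' table had a Pearson correlation of at least 0.999675 with the log2 processed signal of its own array. The correlation is across probes, which are not independent replicates. The 12 columns had been quantile normalized, a step found from the values. The values given here are log2 processed signals minus the 75th percentile of their array. Before this step the 75th percentile had a median of 2842 intensity units in CTL, 2081 in H4R0, 1904 in H4R2 and 2392 in H4R6. Between 93.0% and 96.7% of the spots of an array were well above background, and 0 spots were saturated. Of 43603 probes that are not controls, the 41615 that were well above background on all 3 arrays of at least 1 group were tested with limma. A probe was called different at a change of at least 2-fold with an unadjusted p under 0.05. The paper's threshold is 2-fold with P < 0.05, and its text names neither a test nor an adjustment in the microarray analysis. Where a gene has several probes, the one with the highest mean over the 12 arrays stands for it. The number of arrays, 3 per group, limits the precision of every value.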

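The arrays lay on 3 slides scanned on 1 day. Slide 1 held the 3 H4R0 arrays and H4R6 replicate 1, slide 2 held CTL replicates 1 and 2 and H4R6 replicates 2 and 3, and slide 3 held CTL replicate 3 and the 3 H4R2 arrays. A fit with slide as a term therefore rests on the single CTL array of slide 3 and the single H4R6 array of slide 1. Across probes, the median correlation between arrays was 0.986 for the 8 pairs from one group and one slide, 0.981 for the 4 pairs from one group on different slides, 0.982 for the 10 pairs from different groups on one slide and 0.980 for the other 44 pairs. The first principal component held 23.5% of the variance and the second 17.2%.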

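In at least 1 of the 3 heat-stressed groups, 1460 probes were called, 757 of them higher and 716 lower than in CTL, with 13 in both directions. By the gene names of the array's annotation these probes stand for 1292 genes. The limma F test across the 4 groups left 1 probe at an adjusted p under 0.05, against 5659 probes (13.6% of those tested) at an unadjusted p under 0.05, where 5% is reached without any change. In 50 simulations the arrays, with their group means taken out, were regrouped at random, so that 3 unchanged groups shared 3 controls. The probes called in at least 1 comparison then had a median of 646.5 and ran from 76 to 1405. Taking out the group means also takes out slide effects that go with group. These counts therefore do not show how far slide raised the real count. Slide as a term in the fit moved the number of called probes most, to 4302, and leaving out CTL replicate 3 gave 2726.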

A total of 176 genes in the SYFs showed differential expressions after heat stress with the abundance cut off at two-fold changes (P < 0.05; Supplementary Table S1). 

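In H4R0, 440 probes (395 genes) were called, 322 of them higher and 118 lower than in CTL. In H4R2, 742 probes (670 genes) were called, 380 higher and 362 lower. In H4R6, 514 probes (445 genes) were called, 164 higher and 350 lower. Counted by gene, 287 were higher in H4R0, 342 in H4R2 and 138 in H4R6, and 109, 329 and 307 were lower, a gene with probes in both directions counting in both. After Benjamini-Hochberg adjustment over all probes tested, limma left 1 probe in H4R0, 1 in H4R2 and 2 in H4R6 at an adjusted p under 0.05, against 3325, 4798 and 3226 probes at an unadjusted p under 0.05. These unadjusted counts were 7.99%, 11.5% and 7.75% of the probes. The probe left after adjustment in each group was A_87_P261978 (BX932052), joined in H4R6 by A_87_P021715 (BX950279). These probes overlap on chromosome 3, so they are not separate findings. The 3 heat-stressed hens all lay on one side of the 3 controls for 346 of the called probes in H4R0, 499 in H4R2 and 298 in H4R6. Over all probes tested this held for 13.3%, 16.7% and 11.5%, where chance gives 10%. Single arrays weighed on these counts. Without H4R0 replicate 3 the called probes in H4R0 were 926, and without H4R6 replicate 1 those in H4R6 were 1245. The H4R2 count was 481 without CTL replicate 1 and 1823 without CTL replicate 3, and the latter omission raised the H4R2 count at an adjusted p under 0.05 to 1184. Array weights moved the adjusted counts most, to 3695 in H4R2.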

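Among the called probes for which the 3 heat-stressed hens all lay beyond the 3 controls, the 3 largest increases in H4R0 were in probe A_87_P100611 without a gene name (log2 fold change 5.31, SE 1.95), in the defensin gene GAL7 (5.30 by probe A_87_P100606, SE 1.85) and in ENSGALT00000039922 (5.13, SE 1.58). In H4R2 they were in CR390225 (4.60, SE 1.55), X07176 (2.45, SE 0.98) and X07174 (2.44, SE 0.97), and in H4R6 in A_87_P100611 (6.22), GAL7 (6.05 by probe A_87_P129133) and the cathelicidin gene CAMP (5.90 by probe A_87_P009700). Probe A_87_P100611 (chromosome 3 from 110246214 to 110246273) lies within the span of GAL7 probe A_87_P129133 (110246212 to 110246505). It and GAL7 are therefore not separate findings. The largest decreases in H4R0 were in A_87_P085151 (−2.66, well above background in 1 of 3 H4R0 hens, so that its size is uncertain), CR387471 (−1.97) and CASC1, which was not well above background in any H4R0 hen and was at least 2.03-fold lower. In H4R2 they were in IGSF5 (−2.78), BU455514 (not well above background in any H4R2 hen, at least 2.62-fold lower) and CR523297 (−2.48 by probe A_87_P222843, well above background in 2 of 3 H4R2 hens), and in H4R6 in CR522980 (−2.76), A_87_P085151 (−2.62, well above background in 1 of 3 H4R6 hens) and the complement gene C4 (−2.53 by probe A_87_P060201). By the brightest of its probes C4 was not called (0.13). The lowest limma adjusted p among these genes was 0.204, for BU455514. Leaving out H4R0 replicate 1 removed the H4R0 calls of A_87_P100611 (3.85) and CR387471 (−1.57), and that of GAL7 by its brightest probe A_87_P129133 (3.66, against 5.11 on all arrays), which was also lost without CTL replicate 3 (5.02). Omissions for the other GAL7 probe were not tested. By its brightest probe, CAMP was not called in H4R6 without replicate 3 of that group (3.06) or without replicate 2 (4.49). X07174 and X07176 were not called in H4R2 without CTL replicate 1 (2.297 and 2.43), CTL replicate 3 (2.29 and 2.14), H4R2 replicate 1 (2.07 and 2.31) or H4R2 replicate 2 (1.94 and 1.72), nor CR522980 in H4R6 without H4R6 replicate 3 (−2.22). CR523297 by its brightest probe A_87_P011709 (−2.70 on all arrays) was not called in H4R2 without H4R2 replicate 2 (−1.598), H4R2 replicate 3 (−2.67), CTL replicate 1 (−2.95), CTL replicate 2 (−2.74) or CTL replicate 3 (−2.41). With slide as a term, A_87_P085151 (−2.54), CASC1 and ENSGALT00000039922 (5.77) were not called in H4R0, nor CR390225 (3.80), X07174 (2.75), X07176 (3.07) and CR523297 (−3.27 by A_87_P011709) in H4R2. With array weights, CR523297 by A_87_P011709 also lost its H4R2 call (−2.01). Normexp background correction brought the dim probes BU455514 (in H4R2) and A_87_P085151 (−0.22 in H4R0 and −0.72 in H4R6) below 2-fold and turned the sign of CASC1 in H4R0 (0.064). The test with each probe's own variance, with unadjusted p from 0.0504 to 0.111, called neither ENSGALT00000039922, CR387471 nor A_87_P085151 in H4R0, neither IGSF5, X07174, X07176 nor CR523297 (by A_87_P011709) in H4R2, and neither A_87_P100611, GAL7 nor CAMP (by its brightest probe) in H4R6.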

In the H4R0, H4R2, and H4R6 groups, 56, 103, and 56 gene expressions differed from CTL hens, respectively (Fig. 2; Supplementary Table S1), with 32, 50, and 14 gene transcripts upregulated but 24, 53, and 42 genes downregulated. 

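CA5B (probe A_87_P023735, chromosome 11 of the galGal3 build from 19967796 to 19967855) had log2 fold changes against CTL of 1.01, 1.74 and 2.03 in H4R0, H4R2 and H4R6 (SE 0.38, n = 3 per group, limma adjusted p = 0.590, 0.223 and 0.600). Its other kept probe gave 2.42-fold, 3.56-fold and 4.93-fold, and both probes were called in all 3 groups. The H4R0 call was lost without CTL replicate 1 (0.67), CTL replicate 3 (0.80) or H4R0 replicate 3 (0.93), and under 8 of the 17 other alternatives. These were quantile normalization (0.99), the authors' values (0.99), median scaling (0.98), slide as a term (0.99), array weights (0.91), a ratio of arithmetic means (0.79), and the fit on 6 arrays and the test with each probe's own variance, where its p was not under 0.05. LOC100859660 (probe A_87_P125568, not placed on a chromosome) had log2 fold changes of −1.17, −1.12 and −1.18 (SE 0.33, adjusted p = 0.494, 0.340 and 0.600). Without CTL replicate 1 these were −0.91, −0.86 and −0.92, below the 2-fold threshold in each group, and the H4R2 call was also lost without H4R2 replicate 1 (−0.80) and with slide as a term (−1.09) and in the test with each probe's own variance (unadjusted p = 0.0701). The H4R6 call was lost without H4R6 replicate 2 as well (−0.996). For ACHE the brightest of 4 kept probes, A_87_P129293, had log2 fold changes of 0.12, 0.05 and 0.53 (SE 0.28) and was not called, and neither were A_87_P037213 and A_87_P059636. The remaining ACHE probe, A_87_P132523, was called in all 3 groups with 2.15-fold, 2.42-fold and 2.24-fold (SE of log2 0.26).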

Ache and Ca5b showed consistently higher expressions but LOC100859660 was downregulated at all recovery times after the heat exposure. Gene ontology annotation revealed that most of the differentially expressed genes participated in cellular processes (28%), metabolic processes (24%), developmental processes (8%), and multicellular organismal processes (8%; Fig. 3). In molecular function, the genes were mainly categorized by binding (30%), catalytic activity (27%), receptor activity (13%), and nucleic acid binding transcription factor activity (8%). In terms of cellular components, these genes were primarily located in the cell (27%), extracellular region (20%), organelles (17%), and membranes (11%).

**Figure 2:**
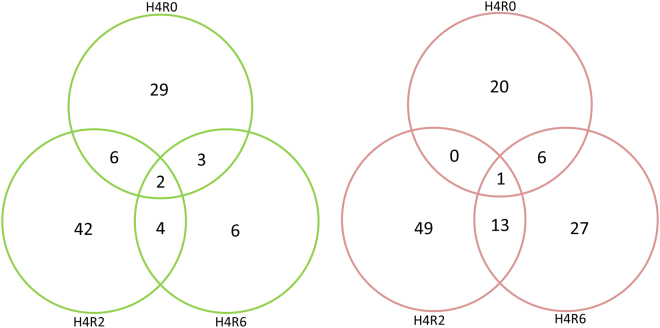
Venn diagram analysis of 92 upregulated (**A**) and 116 downregulated (**B**) probes in the SYFs of layer-type L2 strain Taiwan country chickens which underwent 36 °C acute heat stress for 4 h and recovery for 0, 2, and 6 h. There were 202 probes significantly differential expressed (over 2 fold change compared with control group) in microarray analysis in SYFs after acute heat stress. H4R0, without recovery after heat stress; H4R2, recovery for 2 h after heat stress; H4R6, recovery for 6 h after heat stress.

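Of the probes called higher, 241 were called in H4R0 alone, 315 in H4R2 alone and 101 in H4R6 alone. H4R0 and H4R2 shared 37, H4R0 and H4R6 shared 35, H4R2 and H4R6 shared 19, and 9 were called higher in all 3 groups. Of the probes called lower, the single-group counts were 86, 275 and 252, the counts shared by H4R0 and H4R2, by H4R0 and H4R6 and by H4R2 and H4R6 were 5, 16 and 71, and 11 were lower in all 3 groups. Because the 3 comparisons share their controls, some overlap arises without any change. Probes called in the same direction in at least 2 groups numbered 203, against a median of 94.5 in the simulations of unchanged groups, of which 12 of 50 gave a number as large. Those called in all 3 groups numbered 20, against a median of 8, with 15 of 50 simulations as large.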

**Figure 3:**
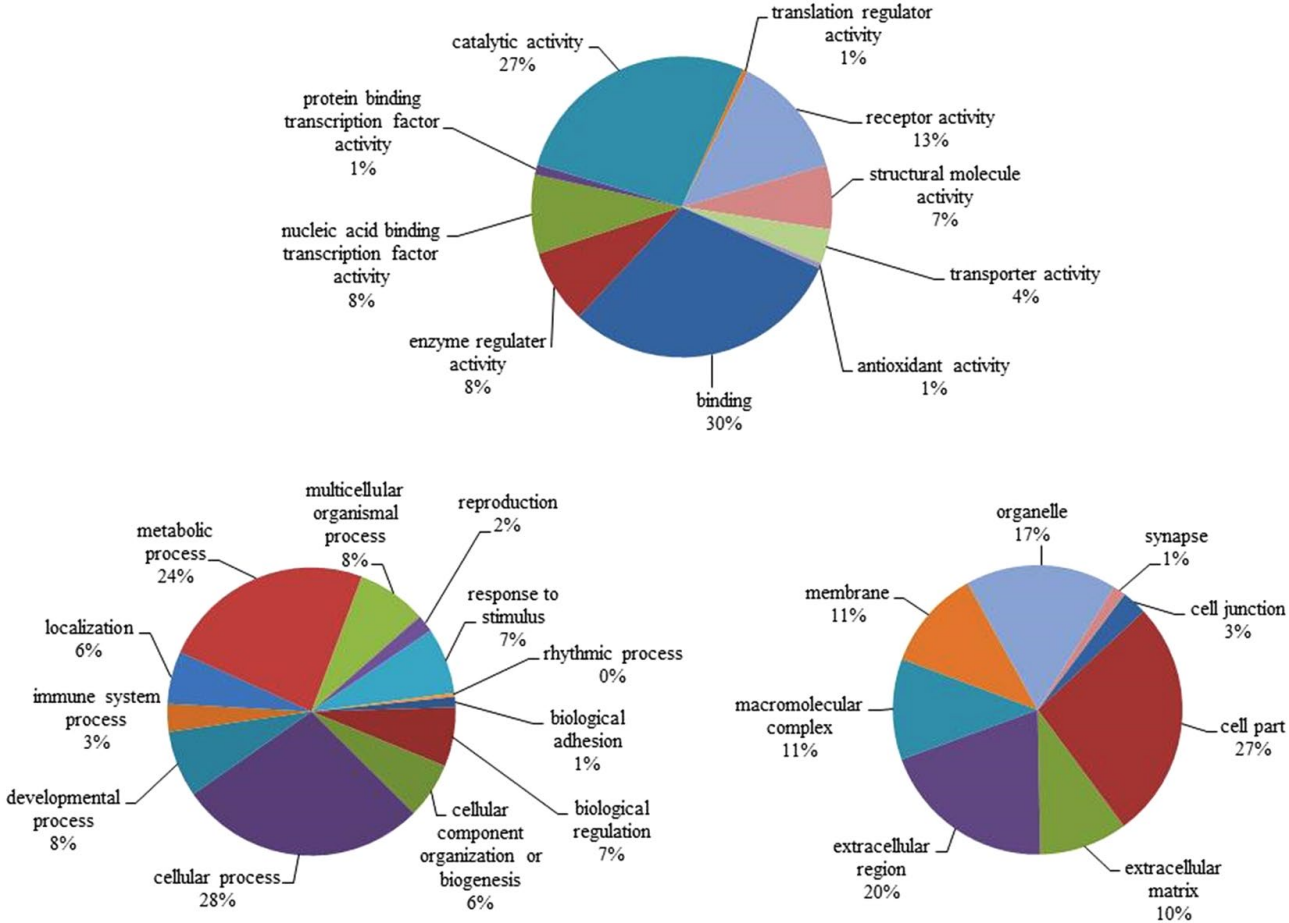
Pie charts showing the classification of differentially expressed genes in the SYFs of layer-type L2 strain Taiwan country chickens who underwent 36 °C acute heat stress for 4 h and recovery for 0, 2, and 6 h, stratified by molecular functions (**A**), biological processes (**B**), and cellular components (**C**).

### Validation of representative differential gene expressions in the SYFs after acute heat stress

Eight differentially expressed genes observed in the microarray analysis were validated through qRT-PCR (Fig. 4). 

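On the arrays HSP25 (probe A_87_P293458, chromosome 27 from 4487171 to 4487230) had log2 fold changes against CTL of 3.19, 2.16 and 0.62 in H4R0, H4R2 and H4R6 (SE 0.62, limma adjusted p = 0.373, 0.335 and 0.776). Its H4R2 call was lost with slide as a term (1.90) and in the test with each probe's own variance (unadjusted p = 0.0609). HSP90AA1 (probe A_87_P057951, chromosome 5 from 51983760 to 51983993) had 0.94, −1.37 and −0.63 (SE 0.30, adjusted p = 0.540, 0.223 and 0.650). It was called in H4R2 and fell short of 2-fold in H4R0, where it was called without CTL replicate 3 (1.03) or without H4R0 replicate 3 (1.26), and where the other two probes of the gene were called (1.25 and 1.43). HSD17B1 (probe A_87_P050016) fell in all 3 groups, by log2 fold changes of −1.004, −0.68 and −0.87 (SE 0.24, adjusted p = 0.415, 0.393 and 0.600), with a call in H4R0 only. That call was lost without H4R0 replicate 2 (−0.84), H4R0 replicate 3 (−0.99) or CTL replicate 1 (−0.94), and an H4R6 call appeared without H4R6 replicate 1 (−1.06) and with slide as a term (−1.12). The brightest probes of APOB (A_87_P034149, −0.11, 0.27 and −0.08, SE 0.16) and PRDX4 (A_87_P021966, 0.15, −0.06 and −0.01, SE 0.15) were not called in any group. SERPINH1 (probe A_87_P008913) was called in H4R0 at 1.16 (SE 0.30, adjusted p = 0.471) and had 0.54 in H4R2 and −0.48 in H4R6. The SERPINH1 call was lost without H4R0 replicate 1 (0.90) or CTL replicate 1 (0.93) and in the authors' quantile normalized values (0.88), with array weights (0.97) and with slide as a term (1.27).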

The expression patterns of Hsp25, Hsp90aa1, and Hsd17b1 coincided with the results of microarray analysis, whereas ApoB, Prdx4, and Serpinh1 expressions behaved controversially, in particular for the H4R2 group in which they all seemed to be downregulated. Cirbp and Cyp19a1 did not show significant difference after acute heat treatment in qRT-PCR analysis. However, Cirbp and Cyp19a1 were downregulated in the H4R0 and H4R6 groups, respectively, in microarray analysis.

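CIRBP (probe A_87_P054071) had a log2 fold change against CTL of −1.16 in H4R0 (SE 0.23, limma adjusted p = 0.373) and of 0.46 and 0.38 in H4R2 and H4R6, where it was not called. Without H4R0 replicate 1 the H4R0 value was −0.93, below 2-fold, and with array weights −0.98. Its second probe gave −1.12 in H4R0 and was called there. The RefSeq table pairs the accession of these probes with the symbol RBM3. CYP19A1 (probe A_87_P057226, chromosome 10 from 10552924 to 10552983) had −0.52, −0.49 and −1.33 in H4R0, H4R2 and H4R6 (SE 0.35), with a call in H4R6 only (adjusted p = 0.600), which was kept under each omission of an array and lost in the test with each probe's own variance (unadjusted p = 0.0521). With slide as a term it was also called in H4R0 (−1.63). The array probe of CYP19A1 contains the whole reverse primer of Table 2, 21 bases long.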

**Figure 4:**
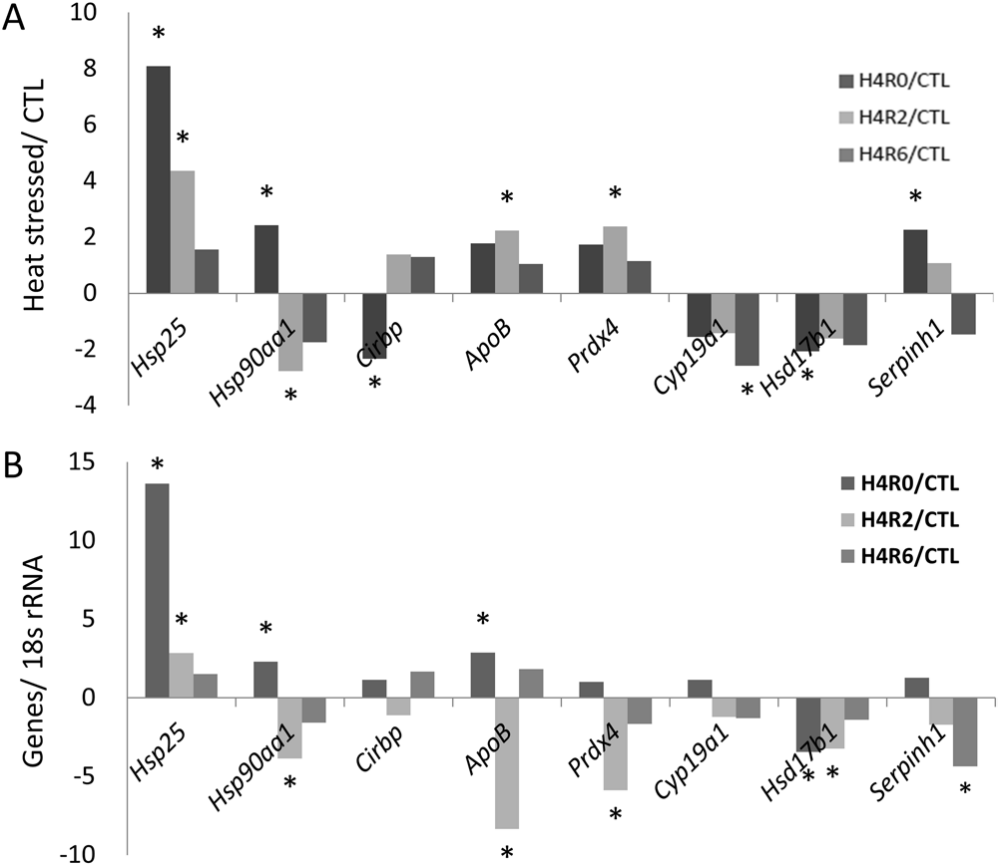
Multiples of changes of significantly differentially expressed genes in the SYFs of layer-type L2 strain Taiwan country chickens after acute heat stress were determined through microarray (**A**) and quantitative reverse transcription polymerase chain reaction analysis (**B**). The cutoff value for the differentially expressed genes was set to a two-fold or higher change.

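As ratios of arithmetic means of the linear signals, which is one reading of how the paper's multiples of change were formed, HSP25 had a log2 ratio to CTL of 3.37 in H4R0 and 2.61 in H4R2, and HSP90AA1 had 1.03 in H4R0 and −1.35 in H4R2. HSP90AA1 passed 2-fold in H4R0 in this form. HSD17B1 had −0.98 in H4R0 and no longer passed it. The ratios of CIRBP in H4R0 (−1.13), CYP19A1 in H4R6 (−1.25) and SERPINH1 in H4R0 (1.18) stayed past 2-fold. Neither APOB (−0.12, 0.28 and −0.07 in H4R0, H4R2 and H4R6) nor PRDX4 (within 0.15 of 0 in each group) reached it by the brightest probe.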

### Comparison of protein profiles and identification of differentially expressed proteins in SYFs after acute heat stress

The 2D-DIGE analysis identified more than 1500 protein spots in the SYFs, with 142 protein spots differentially affected after acute heat stress (≥1.3 fold; P < 0.05; Fig. 5). Protein identification analysis showed that the differential protein spots represented 93 distinct proteins (Supplementary Table S2). Most of the proteins were localized to the cell (52%) and organelles (44%; Fig. 6), and are involved in metabolic processes (22%), cellular processes (21%), biological regulation (11%), and localization (11%). In molecular function, the differentially expressed proteins mainly participate in catalytic activity (37%), binding (17%), structural molecule activity (16%), and transporter activity (12%; Fig. 6), and are involved in apoptosis, gap junctions, glycolysis/gluconeogenesis, oxidative phosphorylation, metabolic processes, progesterone-mediated oocyte maturation, and cytoskeleton remodeling (Table 1).

**Figure 5:**
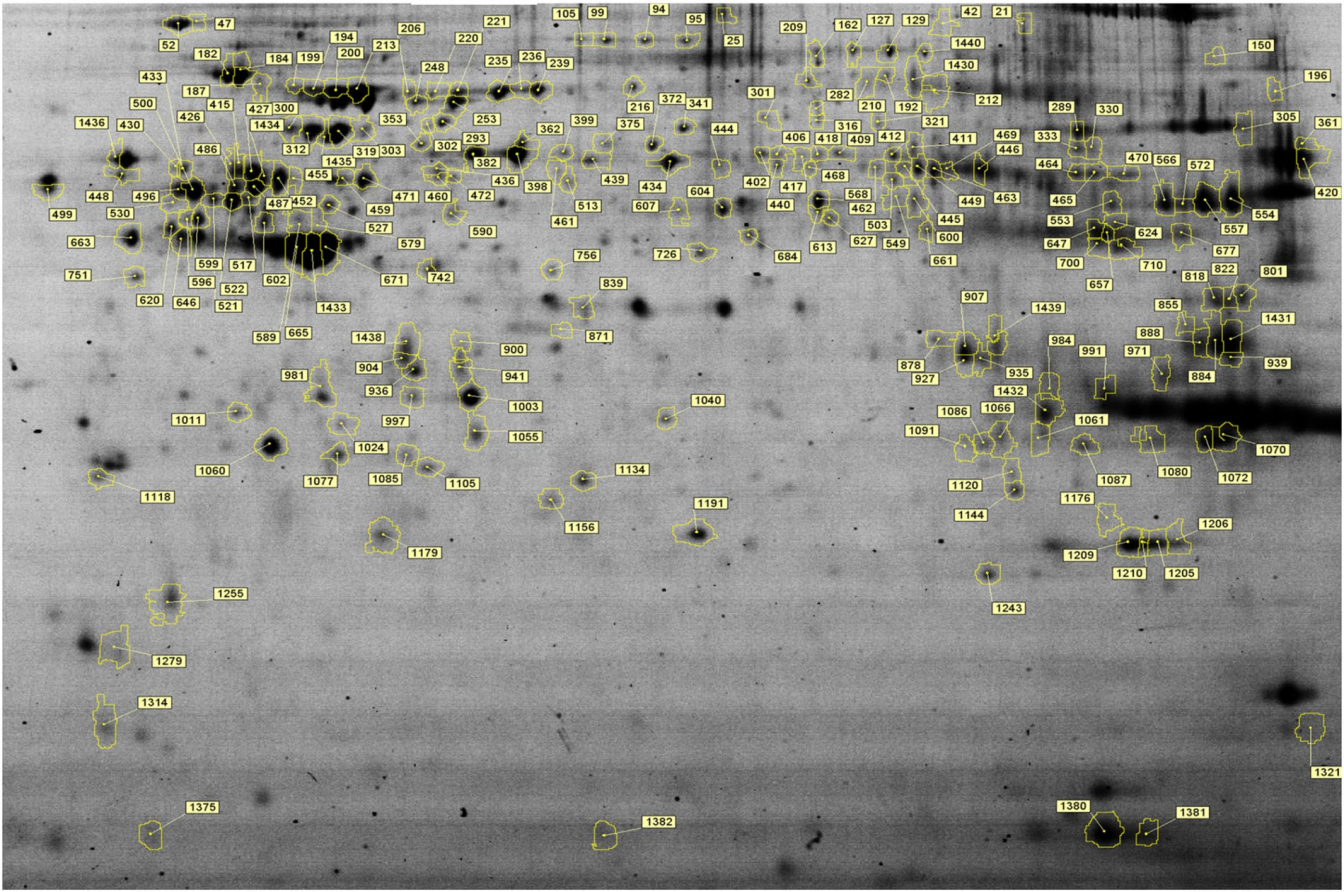
2D-DIGE protein profiles of the SYFs of layer-type L2 strain Taiwan country chickens. The numbers show the protein spots with significantly higher expressions (≥1.3, P < 0.05) in the control group or heat-stressed groups. The raw profiles are showed in supplementary Fig. S1.

**Figure 6:**
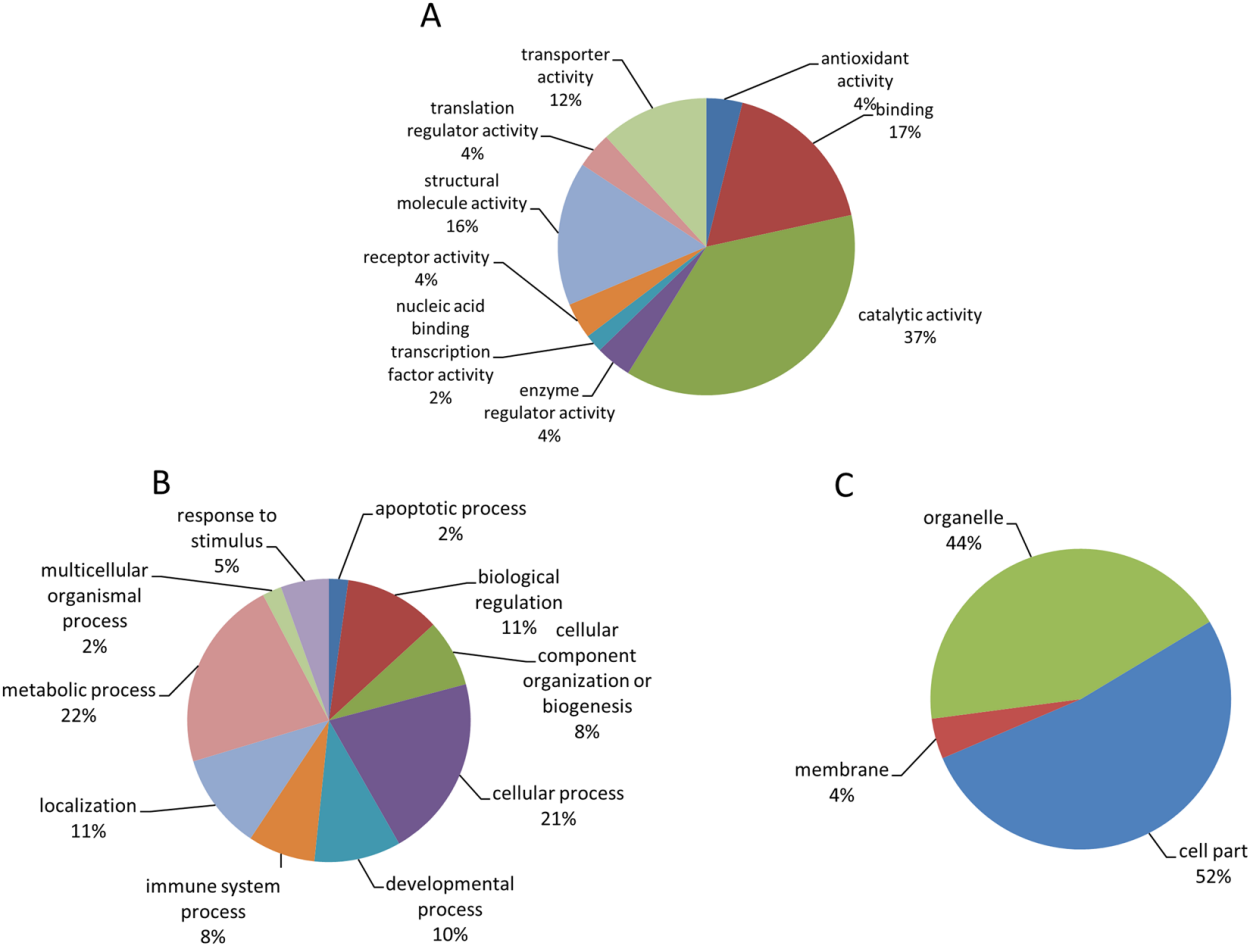
Pie charts showing the classification of differentially expressed proteins in the SYFs of layer-type L2 strain Taiwan country chickens who underwent 36 °C acute heat stress for 4 h and recovery for 0, 2, and 6 h, stratified by molecular functions (**A**), biological processes (**B**), and cellular component (**C**).

**Table 1:** Pathways that involve differentially expressed proteins in SYFs of layer-type L2 strain Taiwan country chickens after acute heat stress.

KEGG pathway	Related proteins and their expression in chicken SYF after heat stress^#^
Apoptosis	PIK3CG (NS,↑,↑); TUBA1C (NS,↑,↑); ACTG1 (NS,↑,↑)
Carbon metabolism	ENO1 (NS,↑,↑); GAPDH (NS,↑,↑); TPI1 (NS,↑,↑)
Gap junction	TUBA1C (NS,↑,↑); TUBB2A (NS,↑,↑); TUBB2B (NS,↑,↑); TUBB4B (NS,↑,↑)
Glycolysis/Gluconeogenesis	ENO1 (NS,↑,↑); GAPDH (NS,↑,↑); TPI1 (NS,↑,↑)
Inositol phosphate metabolism	TPI1 (NS,↑,↑); PIK3CG (NS,↑,↑)
Oxidative phosphorylation	ATP5A1W (NS,↑,↑); ATP5A1W (NS,↑,↑); ATP5B (↓,↑,↑); NDUFA10 (NS,↑,↑)
Metabolic pathways	ENO1 (NS,↑,↑); GAPDH (NS,↑,↑); TPI1 (NS,↑,↑); ATP5A1W (NS,↑,↑); ATP5A1W (NS,↑,↑); ATP5B (↓,↑,↑); NDUFA10 (NS,↑,↑)
Peroxisome	SOD2 (NS,↑,↑); PRDX1 (NS,↑,↑)
Progesterone-mediated oocyte maturation	PIK3CG (NS,↑,↑)
Proteasome	PSMA5 (NS,↑,↑)
Protein processing in endoplasmic reticulum	CKAP4 (↑,↑,↑); ERP29 (NS,↑,NS);HSP70 (NS,↑,↑); P4HB (NS,↑,↑); TXNDC5 (NS,↑,↑)
Regulation of actin cytoskeleton	PIK3CG (NS,↑,↑); ACTG1 (NS,↑,↑); CTC-554D6.1 (NS,↑,↑)
Ribosome	RPLP0 (NS,↑,NS)
RNA degradation	ENO1 (NS,↑,↑); HSPD1 (↑,↑,↑); HSPA9 (NS,↑,↑)
Tight junction	ACTG1 (NS,↑,↑)
Specific signaling pathway	
mTOR signaling pathway	PIK3CG (NS,↑,↑)
Toll-like receptor signaling pathway	PIK3CG (NS,↑,↑)
Wnt signaling pathway	CTC-554D6.1 (NS,↑,↑)

^#^(H4R0/CTL, H4R2/CTL, H4R6/CTL), ↑, with an increase after heat stress; ↓, with a decrease after heat stress.

### Validation of protein expression in SYFs of layer-type L2 strain TCCs

In the validation by Western blot analysis, the expressions of HSP25, HSP70, PRDX1, and β-tubulin after acute heat stress coincided with the observations in 2D-DIGE analysis. However, HSC70 and SERPINH1 expressions were not affected by acute heat stress (Fig. 7).

**Figure 7:**
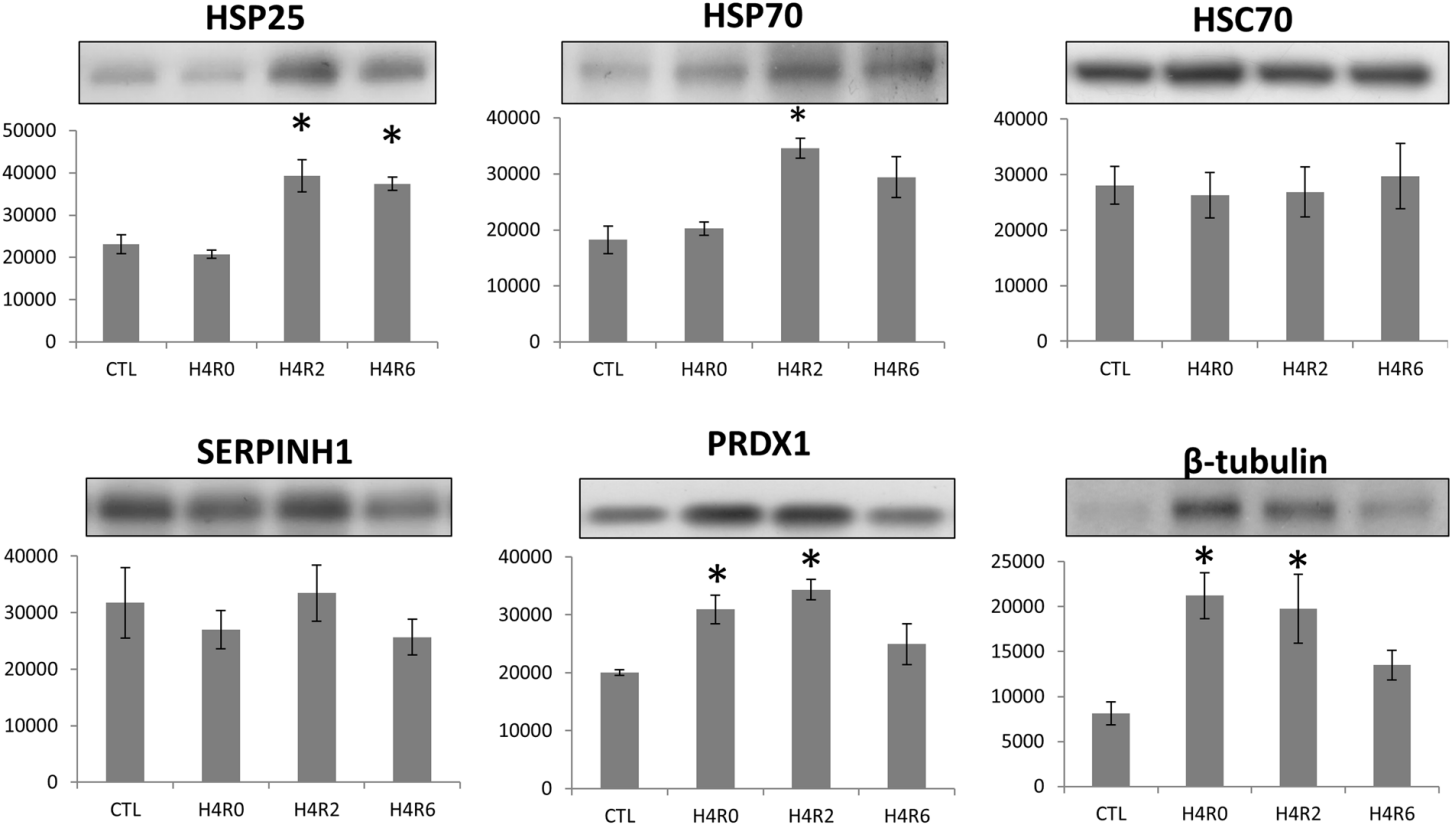
Western blot analysis of differential expressed proteins in the SYFs of layer-type L2 strain Taiwan country chickens after acute heat stress. The asterisk indicate the values differ significantly between the heat-stressed and control groups (P < 0.05). The blot profiles are cropped to show one replicate of western blot analysis. The raw profiles are showed in supplementary Fig. S2.

## Discussion

SYFs reside in the prehierarchical stage and represent a critical pool of follicles for selection into the hierarchy that is tightly associated with laying performance^16^. Consistent with the results of our previous studies^21–25^, the respiratory rate and rectal temperature markedly increased after the initiation of acute heat stress (Fig. 1). In contrast to broilers^26^, however, a sluggish response of body temperature change after acute heat stress was observed in TCC, suggesting their better heat tolerance. After acute heat stress, 176 transcripts and 93 distinct proteins were significantly altered in terms of their abundances (Supplementary Tables S1 and S2). In the microarray analysis, the 2-fold variations of mRNAs with different probes of the same features were observed in the present study (Supplementary Table S1). 

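Of the 1292 genes with a called probe, 468 had several kept probes. For 64 of these every probe was called in some comparison, and for 404 only part of the probes was called in each comparison with a call. Probes of 2 genes were called in opposite directions in 1 comparison. In ACHE, APOB and PRDX4, chosen for a plot after their values were seen, the brightest probe in CTL was not called in any group and 1 dimmer probe was called in H4R2. The position of a probe in its transcript was not used in choosing the probe of a gene.

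**Figure D1:**
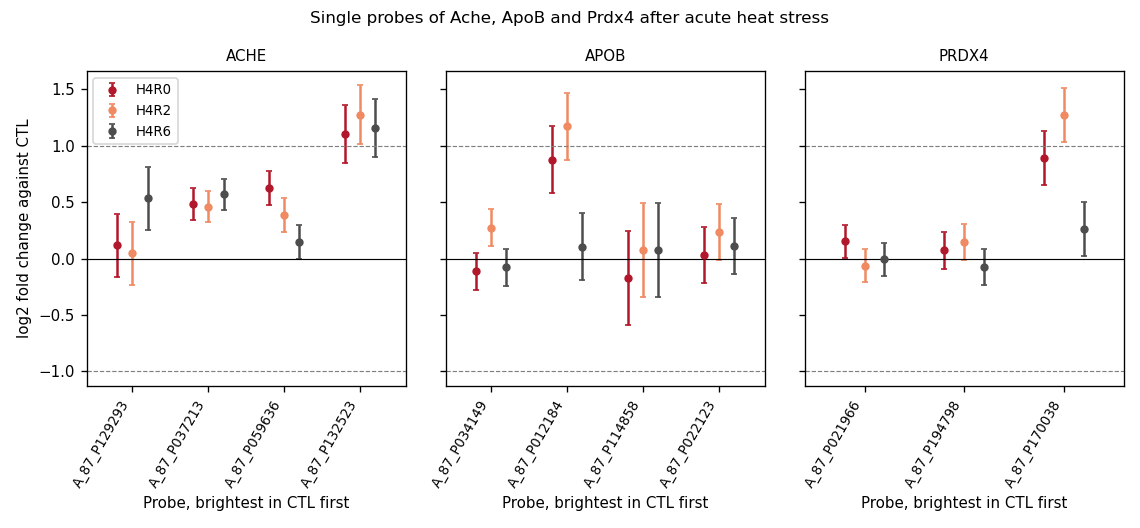
Log2 fold change against CTL of each kept probe of ACHE (4 probes), APOB (4) and PRDX4 (3), ordered from the brightest in CTL, in H4R0, H4R2 and H4R6. Bars are standard errors from limma and dashed lines mark 2-fold. In each gene 1 probe passes 2-fold in H4R2 while the brightest stays within it.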

In the proteomic analysis, the features of abundance variations with over 1.3-fold changes in different spots of the same protein were also observed (Fig. 5; Supplementary Table S2). These results may be attributed to the post transcriptional/translational modifications or by truncated fragments from a protein due to degradation. However, most of these different spots on SDS-PAGE of the same identified protein behaved with consistent changes to acute heat stress. Most of the differential protein expressions were altered within 2 h of recovery, mainly involved in the biological processes of apoptosis, biological regulation, cellular component organization, biogenesis, cellular processes, developmental processes, immune system processes, localization, metabolic processes, multicellular organismal processes, and responses to stimuli. Based on the bioinformatics analysis, the differential gene expressions related to the responses to stimuli and reproduction were validated through qRT-PCR or Western blot analyses. Most of the results, however, were not consistent with those of microarray and 2D-DIGE analyses, possibly due to the probe or primer sequence design. Besides, a lower mRNA level might also reflect the low correlation between microarray and qRT-PCR analyses^27^. In 2D-DIGE and Western blot analyses, the inconsistent results may be attributed to the different isoforms, subunits, and motifs recognized by the antibodies, whereas Mass spectra truly reflects fragment identities. Moreover, the different protein sample preparations may also cause the inconsistency. Despite the discrepancies, the following discussion is mainly focused on the validated results and differentially expressed genes and proteins related to heat stress response, oxidative stress and egg production.

Excessive reactive oxygen species (ROS) cause cell oxidative stress and injuries, such as DNA and protein damages, and may lead to cell death^28^. Heat stress increases ROS generation in follicles^29^. 

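SESN2 was measured by 1 kept probe, A_87_P093966 (chromosome 4 from 2383158 to 2383614), whose accessions include one that the RefSeq table pairs with SESN4. Its log2 fold change against CTL was 0.27 in H4R0, 1.01 in H4R2 and 0.29 in H4R6 (SE 0.25, limma adjusted p = 0.799, 0.270 and 0.741). The H4R2 call lay at the 2-fold threshold and was lost without CTL replicate 1 (0.85), CTL replicate 2 (0.99) or H4R2 replicate 3 (0.77), with slide as a term (0.65), with normexp background correction (0.797) and with median scaling (0.99). Of the 3 kept PRDX4 probes, A_87_P194798 changed by 0.07, 0.15 and −0.07 in H4R0, H4R2 and H4R6 (SE 0.16). The dimmest one, A_87_P170038 (chromosome 1 from 121807993 to 121808052), changed by 0.89, 1.27 and 0.26 (SE 0.24) and was called in H4R2. In CTL this probe had a mean of −5.21, and its annotation lists only an expressed sequence tag.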

In this study, the transcript levels of Sesn2, a ROS-responsive gene acting on antioxidative defense through p53-dependent regulation of autophagy and cell viability^30^, and PRDX4, which operates at thioredoxin for redox regulation, were upregulated within 2 h of recovery after heat stress (Supplementary Table S1). Besides, SOD2, PRDX1, and PRDX3 protein abundance also increased in response to acute heat stress (Supplementary Table S2). Both mRNA and protein levels of PRDX4 were increased by H_2_O_2_ in a dose-dependent manner and the changes were closely related to cell proliferation^31^. Superoxide dismutases (SODs) functioning in ROS clearance are recognized for their regulations in in cell growth, metabolism, and oxidative stress responses^32^. Accordingly, acute heat stress may elicit oxidative stress and thereby activates cellular antioxidative processes and stress-responsive factors to protect the follicle cells from death.

Heat shock proteins (HSPs) as chaperones to relieve endoplasmic reticulum stress can function to protect cells from death^33^ in response to various stimuli such as heat stress, oxidative stress, chemical damage, and ultraviolet exposure^34–39^. The transcript levels of Hsp25, Hsp90aa1, Hsp90b1, and Hspa5 were significantly upregulated in the SYFs after acute heat stress while Hsp90aa1 and Hspa8 were downregulated after 2 h of recovery (Supplementary Table S1). 

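Per hen, HSP25 lay between 3.66 and 4.12 in CTL, between 6.48 and 8.06 in H4R0, between 4.73 and 7.55 in H4R2 and between 4.07 and 5.11 in H4R6, in log2 units with the 75th percentile of the array at 0. HSP90AA1 ran from 6.52 to 6.95 in CTL, from 7.06 to 8.36 in H4R0, from 5.16 to 5.83 in H4R2 and from 5.91 to 6.30 in H4R6. The fall of HSP90AA1 from H4R0 to H4R2 was a log2 difference of −2.31 (SE 0.30, limma adjusted p = 0.0436), and these groups lay wholly on different slides. HSP90B1 (probe A_87_P059471, chromosome 1 from 56759405 to 56759992) had log2 fold changes against CTL of 1.33, 0.29 and −0.82 in H4R0, H4R2 and H4R6 (SE 0.38, adjusted p = 0.504, 0.775 and 0.647), and all 4 of its kept probes were called in H4R0. HSPA5 (probe A_87_P053121, chromosome 17 from 10313912 to 10313971) had 1.11, −0.71 and −0.33 (SE 0.31, adjusted p = 0.494, 0.428 and 0.760), with a call in H4R0 by each of its 3 kept probes. Both H4R0 calls were lost without H4R0 replicate 1 (HSP90B1 0.95, HSPA5 0.74) and with slide as a term (HSP90B1 1.502, HSPA5 0.97), and that of HSPA5 also in quantile normalized values (0.92), with array weights (0.98) and in the test with each probe's own variance (unadjusted p = 0.0530). HSPA8 (probe A_87_P053161, chromosome 24 from 3116440 to 3116499) had 0.57, −0.68 and −0.24 (SE 0.29, adjusted p = 0.653, 0.424 and 0.812) and was not called by this probe. A pair of its 3 dimmer probes were called lower in H4R2 (−1.36 and −1.63), as was the mean of all its kept probes (−1.18). From the higher levels of HSPs after heat stress, the paper proposes a protective mechanism against stress.

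**Figure D2:**
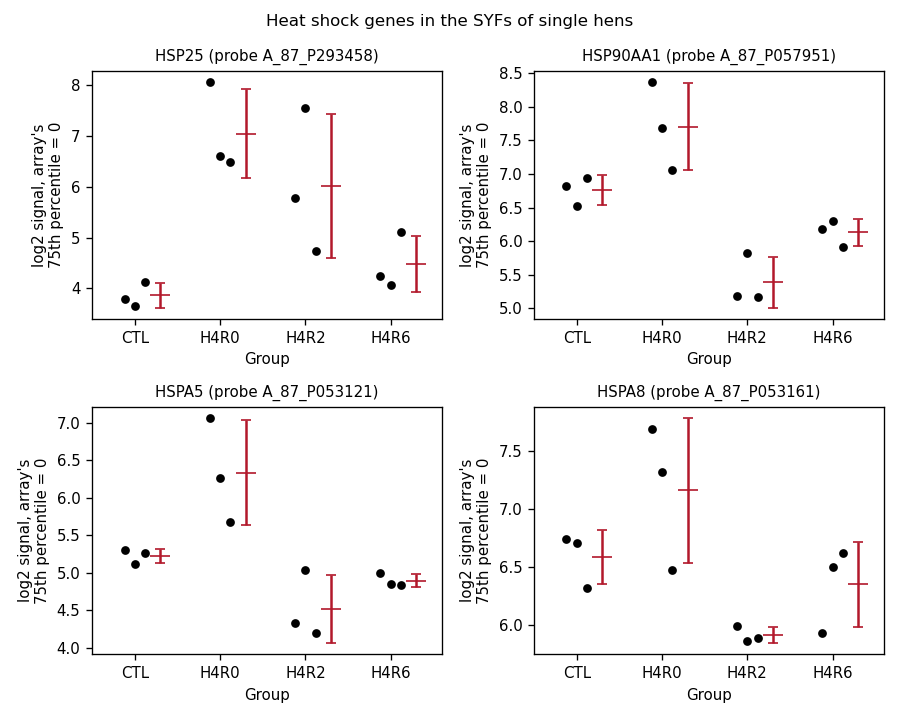
Log2 signal of HSP25, HSP90AA1, HSPA5 and HSPA8 in each hen of the CTL, H4R0, H4R2 and H4R6 groups, with the 75th percentile of each array at 0. Black points are hens, and the red line and bar are the mean and SD of 3 hens. The 3 H4R0 hens lie above the 3 CTL hens for HSP25, HSP90AA1 and HSPA5. The 3 H4R2 hens lie below the 3 CTL hens for HSP90AA1, HSPA5 and HSPA8.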

In proteomic analysis, HSP70, TRAP1, HSPA9, HSPD1, and HSP25 abundance were upregulated after acute heat stress but HSP108 and SERPINH1 were downregulated first and upregulated after 2 h of recovery (Supplementary Table S2). In consistence with our previous reports^21–24^, upregulation of HSP expressions of ovarian SYFs reproductive tissues after acute heat stress may suggest a protective mechanism against stress. HSP25 has been shown with differential expressions in the brain, liver, and leg muscle of chickens after acute heat exposure^40^ and the present results also demonstrated highly differential changes of HSP25 expression in SYFs in consistent with our previous observations in testes^23^. HSP27, a homolog of HSP25 in chicken, specifically acts on cytosolic cytochrome c to attenuate caspase activation and the downstream apoptotic pathway^41^. Regulation of HSP27 in cell apoptosis have been observed in mouse oocytes^41^ and in the granulosa cells of the secondary, tertiary, and cystic follicles in cows^42^. Accordingly, upregulation of HSP25 might prevent the apoptosis of SYFs and follicular atresia induced by acute heat stress in the layer chickens.

In qRT-PCR analysis, the levels (H4R0 and H4R2) of Hsd17b1 decreased after acute heat stress (Fig. 4), which may implicate impaired production of sex steroids^43^ due to the dysfunction of ovarian metabolic activities^42^ and cytoskeletons (β-tubulin) in maintaining cell shape integrity^44,45^. Different isoforms of VTG proteins of SYFs were upregulated after heat stress (Supplementary Table S2). During the laying stage, hens have to synthesize massive constituents of egg yolk, such as lipids, apolipoproteins (APOs), and VTG in the liver^46^, Thus it cannot exclude the possibility that the proteins are blood borne from hepatic origin despite that the samples were rinsed several times. Further studies are required to confirm the origin of APOB and VTG of the SYF tissues and their changes in response to acute heat stress.

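In the follicle RNA, VTG1 (probe A_87_P009760, chromosome 8 from 19377092 to 19377150) had a mean of −5.87 ± 0.55 (SD, n = 3) in CTL, in log2 units below the 75th percentile of the array, and log2 fold changes of 1.14, 0.83 and 0.11 in H4R0, H4R2 and H4R6 (SE 0.30, limma adjusted p = 0.471, 0.388 and 0.927). Its call in H4R0 was lost without CTL replicate 3 (0.84), with slide as a term (0.10), with array weights (0.77) and with normexp background correction (0.84), and an H4R2 call appeared without CTL replicate 1 (1.07) and with slide as a term (1.43). The brightest of the 4 kept VTG2 probes, A_87_P009239, had −4.68 ± 0.15 (SD, n = 3) in CTL and changes of −0.02, 0.53 and −0.68 (SE 0.34), without a call. It was called lower in H4R6 without H4R6 replicate 1 (−1.12), and with slide as a term in H4R0 (−1.38) and H4R6 (−1.17). Of 7 APOB probes on the array, 4 were kept and 3 were not well above background on any array. The second brightest kept probe, A_87_P012184 (chromosome 3 from 105114776 to 105114835), changed by 0.88, 1.17 and 0.11 (SE 0.30) and was called in H4R2, and the other 2 were not called in any group. Of 11 listed genes of yolk precursors 10 were measured, and their median log2 fold change was 0.04 in H4R0, 0.08 in H4R2 and −0.10 in H4R6, the first of these −0.06 and the second −0.008 after quantile normalization. Their mean differed from the median in sign in H4R0 and H4R2 (−0.07), and camera gave an adjusted p of 0.109 in H4R6, the lowest of the 3.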

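Of 22 gene names listed for proteins that Table 1 marks as raised at both 2 h and 6 h of recovery, 19 were measured on the arrays. The list gives ATP5A1W under a second name, and leaves out CTC-554D6.1. Their median log2 fold change against CTL was 0.03 in H4R0, −0.08 in H4R2 and −0.10 in H4R6, and the H4R0 median was negative after quantile normalization (−0.17) and median scaling (−0.004). By camera the list had its lowest adjusted p in H4R6, 0.0605, for lower levels than the other genes, with 12 of 19 genes lower. SERPINH1 fell between the recovery times, from H4R0 to H4R6 by a log2 difference of −1.64 (SE 0.30, limma adjusted p = 0.311), and all 3 of its kept probes were called higher than CTL in H4R0. HSP25 also fell between H4R0 and H4R6 (−2.57, SE 0.62, adjusted p = 0.493).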

Genomic regulation analysis demonstrated that only the differential changes of APOB, HSP25, PRDX4, and SERPINH1 were consistent at both the transcript and proteins levels (Supplementary Tables S1 and S2). Previous studies have shown a quite varied correlationship between responsive transcript and corresponding protein levels^47,48^. Proteins are the major executors to regulate biological functions more directly than do mRNAs^48^. In addition, the transcriptional elements are not always translated into functional objects. Some conjectures exist regarding this phenomenon in the present study. Firstly, the expression of some messengers might not be sufficient for the translation threshold of mRNAs of the SYFs after acute heat stress. By contrast, the slight but essential expression of mRNAs might be ignored by the statistical condition (two-fold changes in expression). 

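Over the 24 genes whose transcripts or proteins the paper's text names, 12 had an unadjusted limma p under 0.05 in H4R0 and 9 of them also passed 2-fold, 6 higher and 3 lower. In H4R2 the counts were 9 and 5, and in H4R6 4 and 3. With p adjusted over the list alone, 9, 5 and 4 genes stayed under 0.05, and adjusted over all probes tested the counts were 0 in each group. The study chose these genes on the same hens, so the first adjustment is not independent evidence. Of 27 listed genes of endoplasmic reticulum stress, 24 were measured and 22 were higher in H4R0 than in CTL, with a median log2 fold change of 0.42, and 3 of them were called. The self-contained test fry gave this list an adjusted p of 0.560 in H4R0. Of 10 splits of the H4R0 and CTL arrays, the real one included, 3 gave it a camera p as small, so chance is not excluded. HSPA5, HSP90B1 and SESN2 belong both to this list and to the genes that the paper's text names. HSPA5 and HSP90B1 are in the list of heat shock proteins as well.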

Finally, some novel undefined mechanisms might exist that would antagonize or provide a feedback for the differentially expressed mRNAs, suggesting an inadmissibility in the predicting protein levels from their transcripts. Furthermore, the inconsistency of mRNA and protein expressions may be attributed to the differential effects of acute heat stress on the translation and transcription machinery in SYFs. The present study reported the global regulation of transcripts and proteins by acute heat stress in attempt to monitor intact SYFs response instead of specifying on a certain cell type. A functional genomic regulation of specific SYF cells in response to acute heat stress requires further investigations.

## Conclusion

This study demonstrates the transcriptomic and proteomic regulations of SYFs in layer-type L2 strain TCCs in response to acute heat stress. 

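With the 9 heat-stressed hens as one group against the 3 controls, 248 probes were called, 148 higher and 100 lower. limma left 2 probes at an adjusted p under 0.05, against 3066 probes (7.37%) at an unadjusted p under 0.05. The 2 probes lie within one stretch of chromosome 3 and are annotated only by the cDNA names BX932052 and BX950279. Named after their values were seen, they had log2 fold changes of −1.55 each (SE 0.12 and 0.15, adjusted p = 0.00244 and 0.00874).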

A total of 176 genes and 93 distinct proteins were differentially expressed after acute heat stress. 

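Of 26 listed genes of heat shock proteins, 22 were measured. Their median log2 fold change against CTL was 0.69 in H4R0, with 15 genes higher, −0.09 in H4R2 and −0.28 in H4R6, and these signs held under each normalization tried. With its preset correlation between genes of 0.01, camera gave the list an adjusted p of 0.00275 in H4R0 (22 genes), 0.415 in H4R2 and 0.0528 in H4R6. The H4R0 value was 0.0538 without H4R0 replicate 1, 0.0762 with normexp background correction and 0.284 with slide as a term, a fit added after the values were seen. None of the calls that camera gave to a list held with the self-contained test fry, where their lowest adjusted p was 0.560 for single groups against CTL and 0.0917 between recovery times, or with the correlation estimated from the data, where these were 0.823 and 0.500. The genes of the list moved apart in H4R0, from 3.19 for HSP25, 1.99 for HSPB8 and 1.91 for HSPH1 to −0.60 for HSPB11 and −0.93 for HSPB7. Of 6 peroxiredoxin genes 4 were measured, which is too few for a test of the list. Their median was 0.17 in H4R0, −0.12 in H4R2 and −0.08 in H4R6, and the H4R0 median was −0.04 after quantile normalization. PRDX6 had 0.35, −0.18 and 0.08, and none of the 4 genes was called by its brightest probe in any group.

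**Figure D3:**
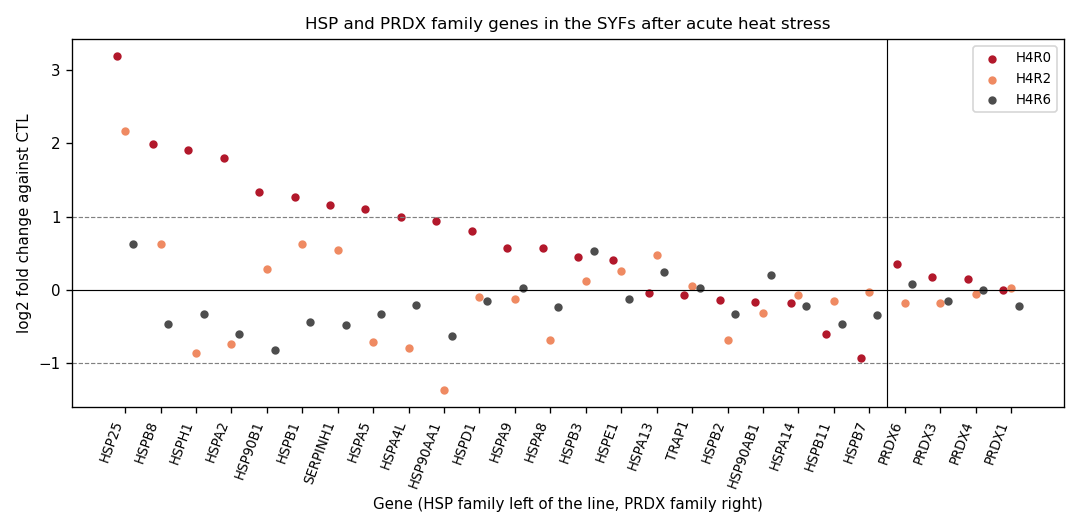
Log2 fold change against CTL in H4R0, H4R2 and H4R6 of the 22 measured genes of heat shock proteins and the 4 of peroxiredoxins, ordered by the change in H4R0. Dashed lines mark 2-fold. In H4R0, 15 genes of the first list lie above 0, and the 4 peroxiredoxin genes lie within 2-fold in each group, with an H4R0 median whose sign turned after quantile normalization.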

Genes related to apoptotic and antioxidative activities, such as the HSP and PRDX families, were upregulated.

## Materials and Methods

### Experimental animals and managements

Twelve 30-week-old layer-type L2 strain TCC hens originally selected for egg production from National Chung Hsing University^49,50^ were used. The experimental protocols, and care and use of all animals were complied with the guidelines and approved by the Institutional Animal Care and Use Committee of National Chung Hsing University (Taichung, Taiwan; IACUC No. 102-06). For more than two weeks, hens were maintained in a climate chamber for adaptation under conditions of a light:dark photoperiod of 14:10 h at 25°C and 55% relative humidity (RH) before acute heat stress treatment. Feed and water were provided *ad libitum*.

### Condition for acute heat stress and sample collection

After the adaptation period, nine of the 12 hens were subjected to acute heat stress at 36 °C and 55% RH for 4 h, and the other three hens were maintained at 25°C and 55% RH as a control (CTL) group. Heat-stressed hens were allowed to recover for 0, 2, and 6 h after heat stress (defined as the H4R0, H4R2, and H4R6 groups, respectively) at 25°C and 55% RH. The respiratory rate and body temperature were recorded before and during heat stress and recovery periods. The respiratory rate was measured by counting the panting breaths and the body temperature was obtained by introducing an alcohol thermometer into the cloaca of the chickens. Hens were euthanized at each time point for necropsy, and SYF samples were collected and stored at −80°C for further analyses.

### Gene expression analysis in response to acute heat stress by microarray analysis

The chicken 44 K oligo microarray V2 (Design ID: 026441, Agilent Technologies, Santa Clara, CA, USA) was used to determine the differential gene expressions between the CTL and acute heat-stressed groups, as described in our previous study^24^. SYF tissues from each animal sample were used for RNA isolation and further analysis independently. For reverse transcription, second strand complementary (c)DNA was synthesized from 1 μg of total RNA using a Quick-Amp Labeling kit (Agilent Technologies). Microarrays were scanned using an Agilent microarray scanner (Agilent Technologies) at 535 nm for Cy3. Scanned images were analyzed using Feature Extraction 10.5.1.1 software (Agilent Technologies). Results of the microarray analysis were filtered from the features when flags were present or were marginal in at least one of the four (CTL, H4R0, H4R2, and H4R6) groups. 

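In the deposited scanner values 95 spots carried an outlier flag and were left out. With probes kept when well above background on at least 1 of the 12 arrays, 42740 were tested, and with that required on all 12 arrays, 39636. Neither filter moved the number of called probes of a group by more than 1.5 times, although the second lowered the probes called lower in H4R2 from 362 to 227, and the probes at an adjusted p under 0.05 were at most 2 in each comparison under either.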

For comparison between the CTL and heat-stressed groups, gene expressions with more than two-fold changes (up or down) were considered as significantly different.

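With the 2-fold change alone and no test, 766 probes were called in H4R0, 1049 in H4R2 and 826 in H4R6. Of these 553, 573 and 387 were higher than in CTL and 213, 476 and 439 were lower.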

### Validation of gene expression through quantitative real-time polymerase chain reaction

The transcript levels of eight genes, including heat shock protein 25 (Hsp25); heat shock protein 90 kDa alpha, class A member 1 (Hsp90aa1); cold-inducible RNA-binding protein (Cirbp); apolipoprotein B (ApoB); peroxiredoxin 4 (Prdx4); cytochrome P450, family 19, subfamily A, polypeptide 1 (Cyp19a1); hydroxysteroid 17-beta dehydrogenase 1 (Hsd17b1); and heat shock protein 47 (Serpinh1) were selected after bioinformatics analysis for validation through a quantitative real-time polymerase chain reaction (qRT-PCR) analysis. The samples used in the microarray analysis were also used for validation. Primers for the qRT-PCR and amplicon sizes are shown in Table 2. The transcript level of each of the target gene was normalized to 18s rRNA and calculated as a ratio relative to the control^23^. For consistency with the microarray analysis, the cutoff value for the differentially expressed genes was set to a two-fold or higher change.

**Table 2:** Primers and product size of genes used for validation using quantitative real-time polymerase chain reaction.

Gene symbol^#^	GenBank accession number	Forward (F) primers (5′-3′)	Product size (base pair)
		Reverse (R) primers (5′-3′)	
Hsp25	NM_001010842	F: CCGTCTTCTGCTGAGAGGAGTG	117
		R: ACCGTTGTTCCGTCCCATCAC	
Hsp90aa1	NM_001109785	F: GGTGTTGGTTCCTACTCTGCTTAC	76
		R: ACTGCTCATCATCATTGTGCTTGG	
Cirbp	NM_001031347	F: GCCTGGGTACAAATTGGAAG	72
		R: GCAGGTTGAACATACAAGCAAG	
ApoB	NM_001044633	F: TTCCAGCTTCCACGTATCCC	181
		R: ATTTGGACGTTGCTTGAGCTG	
Prdx4	BX935739	F: ACATGCACTTAGGGGCCTTTT	90
		R: TCCACTGATCTCCCCACAGG	
Cyp19a1	NM_001001761	F: AGACGGTGCAGAGTACAGAC	92
		R: AGGCTGCCTTTCTATTGGGTG	
Hsd17b1	NM_204837	F: CTCGGAGCAGGCCATGAGAG	70
		R: GAAGGCCTGAATGGTGCGT	
Serpinh1	NM_205291	F: AGCGCCCTGAAATCCATCAA	171
		R: GAAGCCACGGTTATCCACCA	
18s rRNA	KT445934.2	F: GGGATGCAGATCTTCGTGAAA	117
		R: CAAAAGCTTGTGTCGAGGGC	

^#^Abbreviations: Hsp25, heat shock protein 25 gene; Hsp90aa1, heat shock protein 90 alpha gene; Cirbp, cold-inducible RNA-binding protein gene; ApoB, apolipoprotein B gene; Prdx4, peroxiredoxin 1 gene; Cyp19a1, cytochrome P450, family 19, subfamily A, polypeptide 1 gene; Hsd17b1, hydroxysteroid 17-beta dehydrogenase 1 gene; Serpinh1, heat shock protein 47 gene.

### Protein expression analysis in the SYFs of layer-type L2 strain TCCs after acute heat stress by using two-dimensional difference gel electrophoresis

#### Sample preparation for two-dimensional difference gel electrophoresis analysis

All SYF samples were sliced and washed in sucrose buffer (10 mmol/L Tris/HCl, 250 mmol sucrose, pH 7) and centrifuged at 4°C (400 × g; three times for 5 min each) to analyze the global proteomic regulations of whole SYF tissue. The supernatant was collected and lysed in O’Farrell’s lysis buffer (9.5 M urea, 2% NP-40, 2% v/v Ampholyte 3-10, and 65 mM dithiothreitol). The samples were further sonicated (40 w; six times for 10 s) to dissolute proteins from SYFs. The total protein quantity was determined using the Bradford Protein Assay (Bio-Rad, Hercules, USA). An equal amount of proteins from each of the three individuals of the same group (CTL, H4R0, H4R2, and H4R6 groups) was pooled and dried using speed vacuum (CVE- 200D; EYELA, Tokyo, Japan). All samples were dissolved in 2-DE lysis buffer (4% wt/vol 3-[(3-Cholamidopropyl) dimethylammonio]-1-propanesulfonate, 7 M urea, 2 M thiourea, 10 mM Tris-HCl, pH 8.3, 1 mM [Octylphenoxy] polyethoxyethanol) for two-dimensional difference gel electrophoresis (2D-DIGE) analysis.

#### 2D-DIGE and image analysis

The procedures for 2D-DIGE analysis followed the methods of Wang *et al*.^23^. In brief, 100 mg of proteins were labeled with 250 pmol of either Cyanine dye 3 (Cy3) or Cy5 for comparison on the same gel. To facilitate image matching and cross-gel statistical comparison, a pool of all samples of each treatment was labeled with Cy2 as an internal standard for all gels. The equilibrated strips with reduced SYF samples were subjected to second dimension separation through 12.5% sodium dodecyl sulfate-polyacrylamide gel electrophoresis. After electrophoresis, the gels were scanned using the Ettan DIGE Imager (GE Healthcare, Uppsala, Sweden). Protein spots on all the gels were detected, normalized, and analyzed using DeCyder 2D Differential Analysis Software (Version 7.0, GE Healthcare). Spots with an average of 1.3-fold changes in abundance, with a P value of <0.05, were considered significantly different. For spot picking, an additional aliquot (400 μg) of the SYF sample was analyzed. Gel staining, spot cleaning, and in-gel digestion of differentially expressed protein spots were performed in accordance with the procedures of Wang *et al*.^23^.

#### Protein identification

Protein identities were analyzed using a matrix-assisted laser desorption/ionization time-of-flight mass spectrometer (MALDI-TOF MS), as described by Lu *et al*.^51^. Mass spectra were processed using FlexAnalysis 2.4 software (Bruker Daltonics, Bremen, Germany). Peptide masses were searched against a comprehensive nonredundant protein sequence database (NCBInr 20130524 version with 25805290 sequences and 8915431356 residues; SwissProt 2013_05 version with 540052 and 191770152 residues) employing BioTools 3.0 software (Bruker Daltonics) in combination with the MASCOT program^22^. Protein identities were further confirmed through MALDI TOF/TOF MS/MS analysis by using a Bruker UltraFlex III MALDI-TOF/TOF MS (Bruker Daltonics) equipped with a delayed extraction ion source. The metastable ions generated by laser-induced decomposition (LID) in the laser-induced forward transfer (LIFT) mode (Bruker Daltonics) was analyzed. The MS/MS spectra were searched against the NCBInr database (NCBInr 20130524 version with 25805290 sequences and 8915431356 residues; SwissProt 2013_05 version with 540052 and 191770152 residues) using Bio-Tools 3.0 software (Bruker Daltonics) in combination with the MASCOT program.

### Western blot analysis of differential expressed proteins in SYFs of a layer-type L2 strain TCCs after acute heat stress

The procedure for western blot analysis was modified from the methods of Wang *et al*.^21^. Soluble proteins from chicken SYFs were lysed in a sample buffer and separated using a TGX Stain-Free FastCast Acrylamide Starter Kit (161-0184, Bio-Rad, Hercules, CA, USA). The proteins were then transferred to an Immun-Blot® Low Fluorescence PVDF membrane (Bio-Rad) and blocked in 20 mM Tris-HCl (pH 7.4), 0.5 M NaCl, and 0.05% Tween 20 (TTBS) containing 3% gelatin for 1 h. The membranes were immunoblotted with a 1:1000–diluted anti-heat shock protein 70 (HSP70) rabbit polyclonal antibody (SPA-812; EnZo Life Science, Farmingade, NY, USA), 1:1000–diluted anti-heat shock cognate 70 (HSC70) rat polyclonal antibody (SPA-815; EnZo Life Science), 1:400–diluted anti-heat shock protein 25 (HSP25) mouse polyclonal antibody (sc-51956; Santa Cruz Biotechnology, Inc., Dallas, TX, USA), 1:200–diluted anti-heat shock protein 47 (HSP47) rabbit polyclonal antibody (LC-B2151; LifeSpan BioScience, Seattle, WA, USA), 1:1000–diluted anti-peroxiredoxin-1 (PRDX1) rabbit polyclonal antibody (ARP48454_P050; Aviva Systems Biology, San Diego, CA, USA), or 1:200–diluted anti-β-tubulin rabbit polyclonal antibody (sc-9104; Santa Cruz Biotechnology, Inc.) for 1 h. After washing three times in TTBS, the membranes were incubated with 1:5000–diluted goat anti-mouse, goat anti-rabbit, or goat anti-rat immunoglobulin G (IgG) conjugated with alkaline phosphatase (Sigma, St. Louis, MA, USA) for matching the primary antibody used. The density of immunoblotted protein bands was determined using ImageJ software (Version 1.51 f, LSU Health Sciences Center, New Orleans, LA, USA). The expression levels of proteins were obtained by normalizing the density of protein bands to the total protein by using the Image Lab software (Version 5.2.1, Bio-Rad).

### Bioinformatics analysis

The differential mRNAs and proteins among treatments were annotated for their subcellular distribution, biological processes, and molecular functions by using the Gene Ontology database (http://www.geneontology.org/).

### Statistical analysis

The comparison of physiological parameters during acute heat stress between the CTL and heat-stressed hens and the relative values of proteins on 2D-DIGE gels or on membranes of western blot analysis were analyzed through the Student t test by using the Statistical Analysis System Software^52^. Multiples of changes in microarray and qRT-PCR analyses were presented as the arithmetic mean of three replicates from every individual of each group.

### Data availability statement

All data are fully available without restriction. All relevant data are within the paper and its Supporting Information files. The dataset of microarray analysis has been submitted to Gene Expression Omnibus in the National Center for Biotechnology Information under the accession number of GSE99108.

### Ethical approval and informed consent Approval

The care and use of all animals in the study were complied with the guidelines and was approved by the Institutional Animal Care and Use Committee of National Chung Hsing University (Taichung, Taiwan; IACUC No. 102-06). The approving body has been identified in the methods section.

## Electronic supplementary material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

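Small yellow follicles of 12 hens, 3 each in CTL, H4R0, H4R2 and H4R6, were measured on one-colour chicken oligo arrays of 45220 spots, 1 hen per array. The authors deposited, for each array, the scanner's processed signal of every spot, an intensity on a linear scale from which the scanner software had subtracted background, and the raw intensity of spot and background. The authors also deposited a table of log2 values per probe. Compared with the scanner values, this table holds log2 processed signals after quantile normalization over the 12 arrays. The largest gap between the sorted values of a column and their mean over the 12 columns was 0.0203. The text of the paper names neither this step nor the test behind its p values in the microarray analysis.

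The processed signals were read, spots with an outlier flag (95 over the 12 arrays) were set to missing, log2 was taken, the 75th percentile of each array was subtracted, and the spots of one probe were averaged. Of 43603 probes that are not controls, with 26622 gene names, 41615 with 25232 names were kept as well above background on all 3 arrays of at least 1 group. A linear model with the 4 group means was fitted with limma over all 12 arrays, so that the groups share one estimate of the spread. The contrasts were each heat-stressed group against CTL, the mean of the 3 heat-stressed groups against CTL, and the recovery times against each other, with an F test over the 4 groups. A probe was called at a change of at least 2-fold with an unadjusted p under 0.05, and p values were also adjusted by the Benjamini-Hochberg method over all probes kept. Lists of heat shock, peroxiredoxin, endoplasmic reticulum stress, steroid synthesis, yolk precursor, clock, erythrocyte, granulosa, theca and white blood cell genes, and of the genes of Table 1, were tested with camera at a preset correlation of 0.01, with fry, and with camera at the correlation estimated from the data, with p adjusted over the lists and groups. The peroxiredoxin and clock lists, of which too few genes were measured, were taken as untested, names that stand for one gene being counted once.

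The genes named are those whose transcripts or proteins the paper's text names, and for each heat-stressed group the 3 largest increases and the 3 largest decreases among called probes whose 3 hens all lay beyond the 3 controls, one probe per gene name. The brightest kept probe stands for a gene, and the others are given where they part from it. Where no hen of a group was well above background, the fold used the array's dimmest value well above background as a floor. Such a fold, given as at least, carries no sampling error and depends on the background correction. The paper's HSP70 was matched to HSPA2 through the RefSeq table once the annotation was at hand. Chromosome positions are those of the array's annotation on galGal3. RefSeq symbols came from a table on the assembly GRCg7b, which matched 11935 of the 13060 probes with a RefSeq accession and gave 1254 of them another name than the array does. Where neither source names a gene, its probe or accession is printed.

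The contrasts, tests, lists, naming rule and alternatives were chosen before the data were examined, apart from the list tests with slide as a term, the lists of granule and granulocyte genes, and the looks at single probes and slides that are marked as later choices. The alternatives were normexp background correction with an offset of 50, quantile normalization, scaling to the median, the authors' log2 values, other filters on dim probes, spots with an outlier flag kept, each comparison fitted on its own 6 arrays, an intensity trend with robust variances, array weights, a test with each probe's own variance, the 2-fold change alone, ratios of arithmetic means, slide or replicate number as a term in the fit, the mean of all kept probes of a gene, and each of the 12 arrays left out in turn. Because the comparisons share their 3 controls, overlaps were set beside 50 simulations of unchanged groups. Each of these regrouped the 12 arrays at random after their group means were taken out. Other splits of the arrays into groups were counted as well.

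The scripts were first tested on simulated data with the spread of 41589 probes, in which 200 probes were changed in each comparison. All planted changes were larger than 2-fold, and the noise was drawn independently for each probe and array. Of the changed probes, 95.5% were called in H4R0, 95.5% in H4R2 and 96.5% in H4R6, along with 0.715%, 0.672% and 0.635% of the unchanged ones, and 83%, 75% and 78.5% of the changed probes passed an adjusted p of 0.05. Effects of slide or hen shared by many probes were not simulated. These shares therefore test the scripts and do not give the power of the real arrays near the 2-fold threshold.

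Signal over background sets the depth here. Between 93.0% and 96.7% of an array's spots were well above background, and 0 spots were saturated. With 3 hens per group, the smallest exact p from permuting 3 against 3 is 0.1. The work was done in R 4.3.3 with limma 3.58.1, data.table 1.17.8 and statmod 1.5.0, and in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. The quantitative PCR, the gels and blots, the respiratory rates and body temperatures and the shares of ontology terms were not analysed here.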

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

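The correlations that test slides, the look at another probe of BX932052, the list of granule genes, and the list tests and the differences between H4R2 and H4R0 with slide as a term were chosen only after the result was seen.

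The heat-stressed groups differed from each other. Tested directly with limma, HSP90AA1 was lower in H4R2 than in H4R0 by a log2 difference of −2.31 (SE 0.30, adjusted p = 0.0436), with the 3 H4R2 hens below the 3 H4R0 hens. It was 1 of 10 probes at an adjusted p under 0.05 between these groups, against 6903 at an unadjusted p under 0.05. The others, chosen by that threshold after their values were seen, were LOC100857447 (1.11), RPRML (−1.43), SLC7A13 (−1.57), ENSGALT00000036699 (not well above background in any H4R0 hen, at least 1.29-fold higher in H4R2), ENSGALT00000038561 (not well above background in any H4R2 hen, at least 3.18-fold lower), A_87_P099521 (1.53), RSRP1 (−1.74), FLT1 (−1.14) and XM_001231402 (−1.32). The folds given as at least rest on a floor of detection and carry no sampling error. Of the 10 splits of these 6 arrays into 3 and 3, the real one alone gave as many (1 of 10), which is too few splits to exclude chance. Recovery time is the condition that the design varies here, and it stays open. The time of day at sampling, which neither the paper nor the sample labels give, may have moved with recovery time and stays open too. The clock activators minus the repressors changed by up to 0.58 between recovery groups (exact permutation p = 0.2), the lowest adjusted p of a clock gene between these groups was 0.0961 (PER3), and 16 of 24 listed names were measured, which is too few for a test of the list. Every H4R0 array lay on slide 1 and every H4R2 array on slide 3, so a fit with slide as a term links them only through the CTL and H4R6 arrays, of which 1 lay on slide 3 and 1 on slide 1. In this fit HSP90AA1 had −2.51 (SE 0.75, unadjusted p = 0.00862), which argues against slide as the whole cause of its fall. Of the 8 probes well above background in both groups all kept their sign, 4 were called and 2 lay past 2-fold by more than their SE (HSP90AA1 and RSRP1), and over all probes 1 had an adjusted p under 0.05 by limma, so slide stays open for the set. Across 41589 probes, the difference of CTL replicate 3 (slide 3) from the other controls had a Pearson correlation of 0.387 with the difference of H4R2 from the other heat-stressed groups. The same correlation was −0.279 for CTL replicate 1 and −0.231 for CTL replicate 2, and the 3 are not independent because each is taken against the other two. A slide 3 effect, or a hen that resembled the H4R2 hens, may each give the positive value. For slide 1 against slide 2 the correlation was −0.258, where an effect of slide on the H4R0 values would make it positive, but it rests on a single H4R6 hen.

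A pair of probes stood out in genes that the paper does not discuss. BX932052 (probe A_87_P261978) and BX950279 (probe A_87_P021715) were lower in the 9 heat-stressed hens than in the 3 controls by −1.55 each (limma adjusted p = 0.00244 and 0.00874), with every heat-stressed hen below every control. The probes overlap on chromosome 3 (85432559 to 85432618 and 85432612 to 85432671), so they count as one place in the genome and not as separate findings. Among 100 splits of the 12 arrays, 3 gave as many as 2 probes at an adjusted p under 0.05, the real one included, but as the pair is one place in the genome this does not exclude chance for that place. Leaving out CTL replicate 1 left 0 probes by limma, with 2 controls remaining (3066 at an unadjusted p under 0.05 on all arrays). A change in the level of the whole transcript is argued against by the remaining probe of BX932052 (A_87_P114828, 85432076 to 85432135), which changed by 0.28 in the other direction (SE 0.13). A sequence variant under the overlapping probes, carried by the hens of one group, may also give such a pattern. Over all probes 100 parted some 3 arrays from the other 9 by at least 1 log2 unit, 98 of them for 3 hens that do not form a group, and an equal share for each of the 220 possible sets of 3 would be 0.455 probes for the controls, where 2 were seen at the one place. A variant and a change in part of the transcript after heat cannot be told apart with 3 controls, since no sequence of the hens was used here.

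Genes of antimicrobial peptides, also outside those that the paper discusses, were far above the controls in some heat-stressed hens. GAL7 rose by 5.30 in H4R0 by probe A_87_P100606 and by 6.05 in H4R6 by its brightest probe A_87_P129133 (5.11 in H4R0). Probe A_87_P100611, which lies within the span of A_87_P129133 on chromosome 3, rose by 5.31 in H4R0 and 6.22 in H4R6. It and GAL7 are therefore not separate findings. CAMP rose by 5.90 in H4R6. The H4R0 calls of GAL7 by A_87_P129133 (3.66) and A_87_P100611 (3.85) were lost without H4R0 replicate 1, that of GAL7 also without CTL replicate 3 (5.02), and the H4R6 call of CAMP by its brightest probe was lost without H4R6 replicate 2 (4.49) or 3 (3.06). The mean of 12 granule genes, relative to the mean of the 12 arrays, was 4.43 in H4R6 replicate 3 and 2.91 in H4R0 replicate 1, next highest in H4R6 replicate 2, 0.63 in H4R0 replicate 2 and below 0 in the other hens. Of these genes only MPO did not go with the list's mean (Pearson correlation −0.349, the others from 0.869 to 0.995). MPO was at −3.522 in H4R0 replicate 1, −3.735 in H4R6 replicate 2 and −2.821 in H4R6 replicate 3, against −3.189 to −2.765 in CTL. The high hens lay on slides 1 and 2, with other hens of these slides low, so slide alone does not account for them. Recovery time alone does not either, since hens of one group part. Granulocytes or their precursors in the follicle sample may have brought these transcripts, from blood or from the tissue. The mean of 7 precursor genes had a Pearson correlation with that of the granule genes of 0.662 over the 12 arrays (permutation p = 0.0189, adjusted for both lists 0.0378, Spearman 0.650 with permutation p = 0.0257), of 0.626 without the 2 hens with the most extreme granule values and of 0.518 with the group means taken out. The mean of 9 genes of mature heterophils had 0.253 (permutation p = 0.428, adjusted 0.428, Spearman 0.245 with permutation p = 0.445, 0.271 without the same 2 hens). Only 7 of 12 and 9 of 16 listed genes were measured, which leaves both tests void. The precursor gene CTSC ran from 0.12 to 1.91 in CTL, and CEBPA, which went most closely with the granule genes (0.724), from −3.85 to −2.51 over the 12 arrays, while CAMP ran from −3.47 to 5.31. Whether kept for testing or not, 6 of the 7 precursor genes on the array and 9 of the 10 of mature heterophils were well above background in all 3 CTL hens. Recruitment of cells by heat stress and a difference between hens before the stress both stay open.

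The remaining large increases in genes outside those that the paper discusses were ENSGALT00000039922 in H4R0 (5.13) and CR390225 (4.60), X07176 (2.45) and X07174 (2.44) in H4R2. The probe of ENSGALT00000039922 lies on chromosome 27 (4485307 to 4485366) near that of HSP25 (from 4487171), and its H4R0 hens were at 5.44, −0.21 and −1.62 against −4.29 to −3.70 in CTL. With slide as a term the values were 5.77 for ENSGALT00000039922 and 3.80 for CR390225, without a call. X07174 and X07176 lost their H4R2 calls with slide as a term (2.75 and 3.07) and without CTL replicate 1 (2.297 and 2.43), CTL replicate 3 (2.29 and 2.14), H4R2 replicate 1 (2.07 and 2.31) or H4R2 replicate 2 (1.94 and 1.72). Slide, differences between hens and the heat stress itself all stay open for these genes, and apart from slide no technical explanation was tested for them.

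Gene lists of processes that the paper's microarray results do not treat as a group also moved. The median log2 fold change of the endoplasmic reticulum stress genes was 0.42 in H4R0 (22 of 24 higher, camera adjusted p = 1.24e-05, and from 1.79e-05 to 0.823 over the alternatives, the latter with the correlation estimated), and its sign held under each normalization. The list had its highest camera value among omitted arrays, 0.0130, without H4R0 replicate 1. The median of the white blood cell genes was 0.54 in H4R2 (13 of 14 higher, camera adjusted p = 0.00472), also with its sign kept under each normalization. Without H4R2 replicate 2 the adjusted p was 0.103, and with slide as a term 0.147, in a range over the alternatives from 0.00225 to 0.823. Of the 10 splits of the 6 arrays, 3 gave a p as small for the endoplasmic reticulum stress genes in H4R0 and 3 for the white blood cell genes in H4R2, so chance is not excluded for either. More blood in the H4R2 samples would raise the erythrocyte genes as well, and their median changed by −0.42 (score difference −0.51, exact permutation p = 0.2), a spread that leaves blood cells open. A change in the white blood cells of the tissue after heat, and slide, stay open as well.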

How the results depend on the processing

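The list tests with slide as a term were chosen only after the result was seen.

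The median of all probes moved by at most 0.0989 in log2 between normalizations. Under normexp background correction 209 probes were called in H4R0 (181 higher and 28 lower), 285 in H4R2 (217 and 68) and 242 in H4R6 (94 and 148), against 440 (322 and 118), 742 (380 and 362) and 514 (164 and 350), and 656 probes and 540 genes in at least 1 group against 1460 and 1292. The adjusted counts were 4 in H4R0, 2 in H4R2 and 3 for the F test. CASC1 in H4R0 changed sign (0.064). Adjusted p values of lists were 0.0762 (heat shock proteins) and 0.0172 (steroid synthesis) in H4R0, 0.0147 (Table 1) in H4R2, and 0.0144 (heat shock proteins) and 0.0147 (Table 1) in H4R6. The cause was not tested. Quantile normalization gave 243 higher and 177 lower in H4R0, adjusted counts of 11 in H4R2 and 2 for the F test, and list values of 0.0317 (Table 1) in H4R2 and of 0.0408 (heat shock proteins), 0.0232 (Table 1) and 0.0317 (white blood cells) in H4R6. The authors' processed values gave the same 243, 177, 11 and 2. Median scaling gave 4 probes for the F test, and 0.0420 (Table 1) and 0.0382 (white blood cells) in H4R6. The cause was not tested for these either.

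Without a filter on dim probes, and equally with well above background on at least 1 array, 2 probes had an adjusted p under 0.05 in H4R0 and 1 in H4R6, and with it required on all 12 arrays 2 in H4R2, and the cause was not tested. An intensity trend with robust variance gave 2 in H4R0, 2 in H4R2 and 2 for the F test. Fitted on its own 6 arrays, each comparison borrows less, and limma left 0 in H4R0 and 0 in H4R2 (3325 and 4798 at an unadjusted p under 0.05 in the shared fit). The test with each probe's own variance called 194 (141 higher and 53 lower), 360 (244 and 116) and 180 (60 and 120), 658 probes and 602 genes in at least 1 group, and left 0, 0 and 0 after adjustment. The 2-fold change alone called 766 (553 and 213) in H4R0 and 826 (387 and 439) in H4R6. Array weights called 1821 (581 and 1240) in H4R2 and 1118 (366 and 752) in H4R6, 2748 probes and 2402 genes in at least 1 group, with adjusted counts of 17 in H4R0, 3695 in H4R2 and 2022 for the F test, and the cause was not tested.

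Slide as a block called 2872 (1624 and 1248) in H4R0, 908 (750 and 158) in H4R2 and 1886 (690 and 1196) in H4R6, 4302 probes and 3620 genes in at least 1 group. It left 0 in H4R0, 0 in H4R2 and 72 in H4R6 at an adjusted p under 0.05, 0 for the F test (5659 without the block at an unadjusted p under 0.05) and 5 for heat. VTG1 from H4R0 to H4R2 changed sign (1.32). In H4R0 the lists had 0.284 (heat shock proteins), 0.0204 (steroid synthesis) and 0.000450 (white blood cells), in H4R2 0.0284 (heat shock proteins), 0.0204 (Table 1), 0.0202 (theca, in the other direction) and 0.147 (white blood cells), and in H4R6 0.527 (endoplasmic reticulum stress), 0.0407 (yolk), 0.893 (theca) and 0.00422 (white blood cells). By its construction this fit compares H4R2 with CTL through 1 control on slide 3, and H4R0 through 1 H4R6 hen on slide 1.

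Hens with one replicate number did not deviate together. Of 18 pairs 2 had a correlation over 0.1, and the median was −0.04. A replicate block left 0, 0 and 0 probes after adjustment in H4R0, H4R2 and H4R6 and 0 for the F test by limma (without it 3325, 4798, 3226 and 5659 at an unadjusted p under 0.05), 1 for heat, and 0.0468 for the heat shock proteins in H4R6. Apart from these counts and 2 calls of single genes that it added, the replicate block changed no other call. All 12 arrays were scanned on one day, so scan date as a block was not run, and groups of 3 were not tested for outlying samples.

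The calls of camera for single groups against CTL did not hold under fry, with adjusted p values of 0.560 (heat shock proteins, endoplasmic reticulum stress in H4R0, white blood cells in H4R2, steroid synthesis in H4R6), 0.740 (endoplasmic reticulum stress in H4R6) and 0.724 (theca in H4R6), nor with the estimated correlation, 0.823 for each of these 6. The estimated correlations exceed the preset one, which by construction raises p.

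In leave-one-out fits, the called probes ran from 316 (without H4R0 replicate 1) to 926 (without H4R0 replicate 3) in H4R0, from 481 (without CTL replicate 1) to 1823 (without CTL replicate 3) in H4R2 and from 390 (without H4R6 replicate 3) to 1245 (without H4R6 replicate 1) in H4R6. In at least 1 group they ran from 1155 to 2726 probes and from 1045 to 2427 genes, each lowest without CTL replicate 1 and highest without CTL replicate 3. Adjusted counts ran from 0 to 1 in H4R0, from 0 to 1184 (without CTL replicate 3) in H4R2, from 0 to 4 in H4R6, from 0 to 3 for heat and from 0 to 808 (without CTL replicate 3) for the F test, the 0s by limma, with 3325, 4798, 3226, 3066 and 5659 at an unadjusted p under 0.05 on all arrays. List values ran in H4R0 from 4.02e-06 to 0.0538 (heat shock proteins, highest without H4R0 replicate 1) and from 0.000304 (without H4R0 replicate 1) to 0.827 (erythrocyte), in H4R2 from 0.0168 (without H4R2 replicate 3) to 0.996 (endoplasmic reticulum stress) and from 0.000288 to 0.103 (white blood cells, highest without H4R2 replicate 2), and in H4R6 from 0.00150 to 0.558 (endoplasmic reticulum stress), 0.0120 to 0.467 (heat shock proteins), 0.000545 to 0.183 (steroid synthesis), 0.0337 to 0.360 (Table 1), 0.000287 to 0.896 (theca), 0.0356 to 0.437 (yolk) and 0.00146 to 0.499 (white blood cells). In H4R6 the highest value came without CTL replicate 3 for endoplasmic reticulum stress, heat shock proteins, Table 1 and theca, without H4R6 replicate 3 for steroid synthesis and white blood cells and without H4R6 replicate 2 for yolk.

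For the values of single named genes, the call was lost or gained in 65 and 34 of the leave-one-out values, and kept in 2169. With slide as a block 25 were lost, 10 gained and 153 kept, with normexp 10, 4 and 174, with array weights 9, 4 and 176, and with the test on each probe's own variance 18, 1 and 98. The trend with robust variance, no filter, well above background on at least 1 or on all 12 arrays, and spots with an outlier flag kept changed the call of no named gene still tested. Signal over background limits the dim probes, with at most 96.7% of the spots of an array well above it.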

Differences from the paper's values

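The genes named after the counts were compared by other probes only after the result was seen.

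Counts of genes and probes differed from the paper's. The paper gives 56 genes in H4R0, 103 in H4R2 and 56 in H4R6, and here 395, 670 and 445 were called. Over the 28 alternatives set before the data were examined, the counts ran from 174 to 2389, from 235 to 1655 and from 161 to 1578, and none came within 1.5 times the paper's. Of genes higher than in CTL the paper gives 32, 50 and 14, against 287, 342 and 138 here, with ranges from 133 to 1355, from 180 to 714 and from 54 to 583, and none of the alternatives closed these gaps. Of genes lower the paper gives 24, 53 and 42, against 109, 329 and 307 here. Normexp background correction gave 25 in H4R0 and 55 in H4R2, which no longer differ, while the other alternatives do, and for H4R6 none of them (107 to 995) came near. In at least 1 group the paper gives 176 genes and 202 probes, 92 of them higher and 116 lower, and here 1292 genes and 1460 probes, 757 higher and 716 lower. The alternatives gave 540 to 3620 genes, 656 to 4302 probes, 404 to 2550 higher and 212 to 1890 lower, and all still differ.

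In Fig. 4A, read by eye as signed folds, the paper's ApoB is about 1.8 in H4R0 and about 2.2 in H4R2, and the brightest APOB probe gave −1.08 and 1.21 here, with −1.28 to 1.11 and 1.15 to 1.36 over the alternatives, all of which still differ. For the brightest probes, differing meant an opposite sign or a log2 distance above the larger of the SDs of CTL and the group. The dimmer probes were set beside the figure by another rule, within 1.5 times. The dimmer APOB probe A_87_P012184, looked at after the values were seen, gave 1.83 and 2.25, within 1.5 times the figure's values. The paper's Prdx4 in Fig. 4A is about 1.7 in H4R0, about 2.4 in H4R2 and about 1.1 in H4R6, and the brightest PRDX4 probe gave 1.11, −1.04 and −1.01. For H4R0 (−1.04 to 1.29) and H4R2 (−1.11 to 1.37) all alternatives still differ by the SD rule, although 1.29 in H4R0 lies within 1.5 times the figure's value. For H4R6 normexp background correction, array weights, the mean of all kept probes, and leaving out CTL replicate 2, CTL replicate 3 or H4R6 replicate 2 no longer differ, and the other alternatives do. The H4R6 values differ only in sign, both lying close to no change. The dimmest PRDX4 probe A_87_P170038, also looked at later, gave 1.85, 2.42 and 1.20, within 1.5 times the figure's values.

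The paper lists Ache among the genes changed in all groups. Its brightest probe gave log2 fold changes of 0.12, 0.05 and 0.53 in H4R0, H4R2 and H4R6, without a call, and probe A_87_P132523, looked at after the values were seen, was called in each group (2.15-fold, 2.42-fold and 2.24-fold). The paper has ApoB and Prdx4 higher on the array. By the brightest probe APOB gave −0.11, 0.27 and −0.08 and PRDX4 0.15, −0.06 and −0.01, and single dimmer probes, looked at after the values were seen, were called in H4R2, A_87_P012184 of APOB at 1.17 and A_87_P170038 of PRDX4 at 1.27. The paper has Hsp90aa1 higher in H4R0. The brightest probe of HSP90AA1 gave 0.94 without a call. It was called as a ratio of arithmetic means (1.03), as the mean of all kept probes (1.21) and without CTL replicate 3 (1.03) or H4R0 replicate 3 (1.26), and the other two probes, looked at later, were called (1.25 and 1.43). The paper has Hspa8 lower in H4R2. The brightest probe of HSPA8 gave −0.68 without a call, while the mean of all kept probes (−1.18) and 2 dimmer probes (−1.36 and −1.63), looked at later, were called. The paper has the PRDX family raised by the heat stress, from the protein levels of PRDX1 and PRDX3 and the transcript level of PRDX4. The values here are of RNA alone and do not bear on the proteins. The median of the 4 measured genes was 0.17 in H4R0, with −0.04 after quantile normalization, −0.12 in H4R2 and −0.08 in H4R6.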

Other observations

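None of the tests below was chosen only after the result was seen, apart from the list tests with slide as a term and the comparison of primers with probes.

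Other splits of the arrays show how far chance is excluded for the counts of called probes. Among 100 splits of the 12 arrays into 4 groups of 3, the real one included, 10 gave as many as 1460 called probes, 9 as many as 1292 genes and 21 at least 1 probe by the F test at an adjusted p under 0.05 (5659 at an unadjusted p under 0.05), so chance is not excluded for any of these 3 counts. The median split called 782 probes. As many as 5659 probes at an unadjusted F p under 0.05 came from 2 of the 100 splits (median 1677), and 0 of the 50 simulations of unchanged groups reached 1460 called probes. The simulations leave out slide effects that go with group. Of the 10 splits of 6 arrays into 3 and 3, as many probes were called in 2 for H4R0, 2 for H4R2 and 3 for H4R6. As many had an adjusted p under 0.05 in 2, 4 and 2. Both rest on too few splits to exclude chance. Of the 50 simulations of unchanged groups, 11 reached the number of called probes of H4R0, 1 that of H4R2 and 10 that of H4R6. The 3 H4R2 splits that put CTL replicates 1 and 2 (slide 2) with 1 H4R2 array gave 296, 712 and 753 calls (with H4R2 replicate 1, 2 and 3) against 742. For H4R2 the fit with slide as a block gave 908. For the heat shock proteins in H4R0, 2 of 10 splits gave a camera p as small.

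The transcripts of the proteins that the paper followed by gels and blots were measured as well. HSPA2, matched to the paper's HSP70, was 3.48-fold higher in H4R0 than in CTL and had log2 fold changes of −0.73 in H4R2 and −0.60 in H4R6 (SE 0.84, limma adjusted p = 0.63, 0.735 and 0.837), with H4R0 hens at 8.13, 5.60 and 3.51 against 3.67 to 4.18 in CTL, and was called in H4R0 without H4R0 replicate 3 (2.92), with array weights and with normexp background correction (1.82). HSPD1 had 0.81, −0.10 and −0.15 (SE 0.31), with an H4R0 call without H4R0 replicate 2 (1.03) or 3 (1.01). HSPA9 had 0.58, −0.13 and 0.02 (SE 0.22), TRAP1 −0.07, 0.06 and 0.03 (SE 0.15), PRDX1 −0.01, 0.03 and −0.22 (SE 0.13), PRDX3 0.18, −0.17 and −0.16 (SE 0.19) and SOD2 0.24, 0.21 and −0.10 (SE 0.14).

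Steroid synthesis and theca genes were lower in H4R6. Of 14 listed names of steroid synthesis 11 were measured (HSD3B1 and HSD3B2 stand for one gene), with a median log2 fold change of 0.01 in H4R0, −0.18 after quantile normalization and also below 0 with median scaling and normexp background correction, 0.21 in H4R2 and −0.14 in H4R6 (7 of 11 lower). The camera adjusted p in H4R6 was 0.0160, with 0.183 without H4R6 replicate 3 and from 0.00567 to 0.823 over the alternatives. The 14 theca genes had medians of 0.11 and 0.10 in H4R0 and H4R2, −0.07 and −0.0043 after quantile normalization, and −0.30 in H4R6 (9 of 14 lower, camera adjusted p = 0.0161, and 0.896 without CTL replicate 3, and from 0.00292 to 0.893 over the other alternatives). Of 10 splits, 2 gave a p as small for steroid synthesis, 5 for theca and 3 for the endoplasmic reticulum stress genes, whose median in H4R6 was −0.15 (adjusted p = 0.0234, 0.558 without CTL replicate 3). Chance is therefore not excluded for these. A lower share of theca relative to granulosa cells in the H4R6 samples may lower both lists. The theca minus granulosa score was lower in H4R6 than in CTL by a log2 difference of −0.53 (exact permutation p = 0.1, the smallest that 3 against 3 can give). In H4R0 this score was lower too (−0.31, exact permutation p = 0.1), with the theca score moving by 0.0007 and the granulosa score by 0.31. In H4R2 it differed from CTL by 0.04. CYP19A1 and CYP17A1 belong to both the theca and the steroid synthesis list. A share of cells and a change within the theca cells after heat cannot be told apart, because markers of both types can respond to the stress. Slide also stays open, since with slide as a term the adjusted p of theca was 0.893.

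The other lists gave no call on all 12 arrays. The granulosa genes (10 of 11 measured) had medians of 0.34, −0.08 and 0.13 in H4R0, H4R2 and H4R6, with a mean of the other sign in H4R2 (0.03) and a lowest camera adjusted p of 0.415. The erythrocyte genes (12 of 18 names, the other names standing for measured genes) had −0.19, −0.42 and 0.50, with a lowest camera adjusted p of 0.243, and 0.000304 in H4R0 without H4R0 replicate 1. The clock genes (16 of 24 names) had 0.09, 0.00 and 0.02, of which the H4R2 and H4R6 signs turned with the normalization, and too few were measured for a test of the list.

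Table 2 gives primers that can be set beside the array probes. The reverse primer of HSD17B1 lies wholly within an array probe of the gene (19 bases). The longest shared runs were 17 bases for HSP90AA1 (probe A_87_P253769), 12 for PRDX4 (A_87_P194798) and 11 for SERPINH1 (A_87_P216583).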
